# Editing of *SlMYB60* Reveals a Role in Cuticle Formation in Tomato

**DOI:** 10.1111/ppl.70922

**Published:** 2026-05-10

**Authors:** Sara Colanero, Beatrice Landoni, Giulia Castorina, Diana Gervasoni, Manuela Maria Rigano, Silvana Francesca, Alessia Cuccurullo, Alessandro Nicolia, Aldo Sutti, Elena Baldoni, Raul Pirona, Damiano Martignago, Lucio Conti, Massimo Galbiati

**Keywords:** cuticle, gene editing, MYB60, stomata, tomato

## Abstract

Under climate change, yield stability depends heavily on the ability to develop resilient crops, better adapted to water scarcity. Studies in model systems have uncovered molecular pathways and genes that potentiate the plant response to environmental stress. CRISPR‐based editing technologies enable the precise and rapid transfer of beneficial traits from model species to crops. Previous work identified *Solanum lycopersicon MYB60 (SlMYB60*) as the functional ortholog of the Arabidopsis guard cell‐related *AtMYB60* transcription factor. Loss of *AtMYB60* function results in reduced stomatal opening and enhanced stress resistance, providing a valuable target for crop improvement. Here, we report the CRISPR‐mediated exploitation of *SlMYB60* in two tomato commercial varieties. Unexpectedly, editing of *SlMYB60* did not result in reduced stomatal opening and enhanced stress resistance. Independent edited lines showed increased stomatal size, enhanced leaf water loss, and cuticle permeability. RNAseq analyses revealed that the expression of genes involved in cell wall and cuticle metabolism was altered in the edited lines. Scanning electron microscope analysis of leaf epidermis revealed defects in cuticle deposition and in the formation of outer cuticle ledges. As opposed to the guard cell‐specific activity of the *AtMYB60* promoter, we found that the *SlMYB60* promoter was active in both stomata and epidermal cells. Our findings indicate functional divergence between *AtMYB60* and *SlMYB60*, providing valuable insights into species‐specific regulatory mechanisms and emphasizing the complexities of translating gene‐editing strategies across plant systems.

## 1 Introduction

Two key epidermal features, cuticle and stomata, are at the forefront of the interplay between plants and the environment. The cuticle is a protective lipidic layer composed of cutin polyesters and waxes that cover the aerial parts of plants to prevent water loss (Arya et al. 2021). The continuity of the waxy cuticle is interrupted by microscopic valves, the stomata, formed by two highly specialized guard cells, which allow gas exchange between the plant and the atmosphere (Wang and Chang 2024). The opening and closing of the stomatal pore are mediated by turgor‐driven volume changes in two surrounding guard cells, which integrate internal signals and external cues to adapt stomatal opening to the prevailing environmental conditions (MacRobbie 1998).

Upon drought perception, the rapid closure of stomata limits water loss, preventing the dehydration of the underlying tissues (Gupta et al. 2020). Evidence indicates that enhancing stomatal activity can improve water productivity and drought resistance in crops, with limited cost to carbon fixation and biomass production (Horaruang et al. 2022). The complex network of signaling pathways that fine‐tune the opening and closing of stomatal pores has been extensively investigated in the model system *Arabidopsis thaliana* (Kim et al. 2010). These studies have highlighted that gain‐ or loss‐of‐function mutations in genes involved in stomatal regulation can significantly affect water use efficiency and stress tolerance. The recent development of gene editing technologies has opened unprecedented opportunities to do the same in crops (Dong 2024). Based on sequence similarity, putative orthologs of Arabidopsis guard cell‐related genes have been identified in many plant species, including transcription factors (TF) that specifically regulate stomatal movements (Cominelli et al. 2010).

MYB TFs is one of the largest gene families in plants. The distinctive feature of MYB proteins is the presence of a highly conserved MYB‐DNA‐binding‐domain, constituted by approximately 50 amino acids which form a helix–turn–helix (HTH) fold (Kanei‐Ishiis et al. 1990). Most plant MYBs belong to the R2R3‐type subfamily, characterized by two MYB repeats. Protein regions outside the MYB domain are highly variable and contribute to specific protein functions (Millard et al. 2019). Given the large number, the diverse spatial and temporal regulation of gene expression, MYB TFs are implicated in a variety of biological functions, including cell differentiation, development, primary and secondary metabolism, stress responses, stomatal activity, cell wall and cuticle deposition (Hwang et al. 2025).

Tomato *SlMYB60* (Solyc10g081490.1) was recently described as the functional homolog of the Arabidopsis *AtMYB60* gene, a key transcriptional integrator of guard cell responses to light, ABA, and water stress (Rodríguez‐Hoces de la Guardia et al. 2021). Inactivating *AtMYB60* in the *atmyb60‐1* mutant reduces stomatal opening and enhances stress tolerance in Arabidopsis (Cominelli et al. 2005; Simeoni et al. 2022).

The Arabidopsis and tomato MYB60 proteins share 64.4% amino acid identity, and the ectopic expression of *SlMYB60* in the *atmyb60‐1* background rescues the defective stomatal phenotype. Based on these results, *SlMYB60* was anticipated to recapitulate the *AtMYB60* function in guard cells, providing a potential target for harnessing stress adaptation in tomato (Rodríguez‐Hoces de la Guardia et al. 2021).

In this work, we report the CRISPR‐Cas9‐mediated editing of *SlMYB60* in two commercial tomato cultivars. Unlike Arabidopsis, the loss of *SlMYB60* function did not result in reduced stomatal opening and increased drought resistance in tomato. Analysis of independent editing events revealed a broad role for *SlMYB60* in regulating epidermal features, including cuticle deposition and the formation of outer cuticular ledges (OCLs). Most importantly, the edited lines did not demonstrate any advantage in terms of plant response to drought. These findings indicate divergent roles for *AtMYB60* and *SlMYB60* in Arabidopsis and tomato, respectively, and highlight the complexities of transferring gene editing strategies from model systems to crops.

## 2 Materials and Methods

### 2.1 Plant Material and Growth Conditions

This study employed two *Solanum lycopersicum* commercial cultivars, Red Setter (RS) and Ailsa Craig (AC). The two genotypes were chosen based on their different growth habits, which are known to affect water use efficiency and drought responses (Vicente et al. 2015). RS is a highly productive processing variety with a determinate growth, whereas AC is a medium‐sized fresh‐market indeterminate variety. Seeds were germinated in Jiffy pellets (Jiffy Group). Plants were transferred to 10 cm pots filled with potting soil and grown in a greenhouse in Milan (Italy) during November 2024. Light was a mix of sunlight and LED lights for 16 h/day. Physiological measurements were performed on 4‐week‐old plants with 24 pots distributed across trays (6 plants/tray). The wild type (Red Setter) had 9 replicates, the *slmyb60Cr1* line had 7 replicates, and the *Cr2* line had 8 replicates (see below about the obtention of those lines). Genotype replicates were equally distributed across trays, when possible (2 replicates/genotype/tray), and genotypes were randomized within trays. A portable Porometer/Fluorometer LI‐600 (LI‐COR) instrument was used to collect physiological (stomatal conductance to water, leaf temperature) and photosynthetic parameters (quantum yield of photosystem II—*Φ*_PSII_), as well as ambient light intensity and air temperature. All plants were measured over 1 day in the light phase, in the morning (10:00 a.m.), midday (2:00 p.m.), and the afternoon (5:00 p.m.). The measurements were taken on the first and second fully expanded leaves of each plant, one measurement per leaf. On average, based on these measurements, plants were exposed to temperatures between 14°C and 21°C and to light intensities between 170 and 210 μmol m^−2^ s^−1^ across the three sessions. Material for RNA extraction was collected from six‐week‐old plants. Samples derived by pooling four‐leaf discs/genotype from fully expanded leaves.

Another greenhouse experiment was performed in Pontecagnano (Italy) in September 2023. For the water deficit experiment, two‐week‐old seedlings were transplanted into plastic pots (11 cm diameter, 9 cm height) with commercial substrate and vermiculite (3:1 v/v). Seedlings were grown under greenhouse conditions, with 25°C ± 3°C air temperature during the day and 16°C ± 3°C during the night, and irrigated by automated drip irrigation (one 4 L h^−1^ emitter per pot). Water deficit was imposed at the three‐true‐leaf stage, defined as the point at which the third true leaf had fully expanded and the leaf area had stabilized, by suspending irrigation for 14 days. Ten plants per genotype were used for each of the tested conditions, with the pots kept covered with plastic foil to prevent evaporation from the soil. Leaf area was measured after the scanning procedure using the image analyser ImageJ (Rueden et al. 2017). Individual leaves were taken from six plants in each treatment. Relative water content was determined as follows: individual leaves from three plants per genotype per treatment were weighed (FW), saturated with distilled water for 4 h at room temperature, blotted on filter paper, and reweighed (turgid weight—TW). The dry weight (DW) was measured by drying the leaf at 80°C for 24 h. The RWC was calculated as RWC (%) = [(FW—DW)/(TW—DW)] × 100. Total biomass values were obtained at the end of treatment by weighing the shoots.

### 2.2 CRISPR/Cas9 Design, Tomato Plant Transformation, and Genotyping

Four guide RNAs (gRNA1‐4) targeting *SlMYB60* (Solyc10g081490.1) were designed using the ChopChop CRISPR web tool (https://chopchop.cbu.uib.no/) and chosen based on lower off‐target probability and greater efficiency (Table S1). The four gRNAs were assembled into the pDirect_22C plasmid through the Golden Gate cloning system, as previously described (Čermák et al. 2017). The final binary vector was introduced into *Agrobacterium tumefaciens* (strain GV3101). Tomato transformation using explants from cotyledons was carried out according to Zuluaga et al. (2008). Regenerated T0 plants were selected with kanamycin and further screened by PCR for the presence of the *Cas9* sequence with oligos sk46‐sk32. Deletions in the *SlMYB60* gene were detected by PCR using primers sk47‐sk48 and verified by direct sequencing of the PCR products obtained with primers sk3‐sk4. In this study, we used T2‐Cas9‐free homozygous *slmyb60Cr1* and ‐*Cr2* lines (RS) and bi‐allelic mutant line *slmyb60Cr3/4* (AC). Oligonucleotide sequences are described in Table S1.

### 2.3 Agroinfiltration‐Based Transient GUS Expression in *N. benthamiana*

Leaves from 5‐week‐old *Nicotiana benthamiana* plants were Agro‐infiltrated as previously described (Li 2011). In total, five leaves from four different plants were Agro‐infiltrated with the *SlMYB60*_*pro*_::*GUS:GFP* or *AtMYB60*_*pro*_::*GUS:GFP* constructs. An Arabidopsis 1348 bp region upstream of the *AtMYB60* ATG or a tomato 1480 bp sequence upstream of *SlMYB60* was amplified with primers p60GTWF1 and p60GTWR1 or primers SlMYB60F1 and SlMYB60R1 (Table S1) and cloned into the Gateway binary vector pBGWFS7 (Karimi Mansour 2002), to produce the two vectors.

Leaf samples were collected at 48 h after the Agroinfiltration and assayed for GUS activity. GUS staining was performed by vacuum‐infiltrating plant tissues in the staining solution (50 mM sodium phosphate buffer, pH 7, 0.1% Triton‐X100, 0.5 mg ml^−1^ X‐glucoronic acid, and 0.5 mM FeCN) and incubated at 37°C for 24 h. The entire leaf was cleared with 70% ethanol for 1 day. Three leaf parts corresponding with the agroinfiltrated area were placed on a slide for imaging on a S60 NanoZoomer digital slide scanner (Hamamatsu Photonics K.K.). GFP signal was detected using an A1R confocal microscope (Nikon, emission 509 nm, excitation 488 nm), and images were generated using the NIS‐Elements software.

### 2.4 Stable *SlMYB60pro* :: *GUS:GFP* Expression of Arabidopsis

Stable transgenic Arabidopsis lines (Col‐0, NASC N1092) were produced by Agrobacterium‐mediated transformation (strain GV3101) as described (Clough and Bent 1998). *SlMYB60pro*::*GUS:GFP* T2 plants were selected in vitro, in the presence of the herbicide BASTA 200 (Bayer), and used for GUS analyses. Seeds were surface‐sterilized with 100% ethanol followed by 1% NaClO, washed with sterile water, and plated on 1.5% sucrose MS medium (0.8% agar, pH 5.8). Plates were stratified at 4°C for 4 days in the dark before being transferred into the growth room at 22°C under long‐day conditions (16 h light/8 h dark). GUS staining was performed by vacuum‐infiltrating plant tissues in the GUS staining solution and incubating at 37°C for 24 h. Tissues were cleared with 70% ethanol and imaged using an SZX12 stereomicroscope (Olympus).

### 2.5 Stomatal Analyses

Stomatal opening assays were performed on epidermal strips obtained from dark‐adapted tomato leaves. Tissues were incubated in 30 mM KCl, 10 mM MES‐KOH, pH 6.5, at 22°C under white light (200 μmol m^−2^ s^−1^) for 4 h. Stomata were imaged with an Axioscope 10 microscope (Zeiss) fitted with a digital camera and analyzed with the ImageJ software (Rueden et al. 2017). Stomatal opening was expressed as the width/length ratio of the stomatal pore.

Imaging of abaxial epidermal strips was also employed for the analysis of stomatal size (SS), density (SD), and index (SI). SS was calculated as the area encompassing the stomatal pore and the two surrounding guard cells. SD was expressed as the number of stomata per unit area. SI was calculated as: (Number of Stomata × 100)/(Number of Epidermal Cells + Number of Stomata).

### 2.6 Chlorophyll Leaching and Toluidine Blue (TB) Staining Assays

The chlorophyll leaching assay was performed on mutant and wild‐type fully expanded terminal leaflets of the third compound leaves. Leaf samples were weighed, dipped in 80% (v/v) ethanol, and incubated in the dark at room temperature, up to 48 h. Chlorophyll released was quantified by measuring the absorbance at 647 nm and 664 nm with a spectrophotometer until chlorophyll extraction was complete. The concentration of chlorophyll was calculated as follows: total micromoles of chlorophyll = 7.93 × A664 + 19.53 × A647. Values were normalized per gram of FW and expressed as a percentage of total chlorophyll. TB staining was performed according to Tanaka et al. (2004). Five‐day‐old etiolated cotyledons were stained in the dark for 5 min in a 0.05% (w/v) TB and 0.1% (v/v) Tween 20 solution and rinsed five times in distilled water. For quantification, excised cotyledons were incubated in 80% ethanol for 48 h in the dark. The absorbance of the solution was measured at 626 and 430 nm using a spectrophotometer (Infinite200PRO Microplate Reader), and the total amount of TB was calculated as the A626/A430 ratio. Four biological replicates, each consisting of four cotyledons, were assessed.

### 2.7 Water Loss Measurement

To determine the rate of leaf water loss, individual leaves were detached from six plants per genotype and weighed to determine the initial FW. Sample weights were then estimated at designated time intervals, and water loss was calculated as the percentage of the initial FW.

### 2.8 SEM Analysis

For the scanning electron microscope (SEM) analysis of the epicuticular waxes, terminal leaflets from the third compound leaves from the different genotypes were air‐dried and processed according to Castorina et al. (2025). Micrographs of the abaxial and adaxial leaf surfaces were acquired with a SEM‐EDS JSM‐IT500 LV electron microscope (JEOL L.t.d.).

### 2.9 RNA Extraction and Sequencing

For RNA analysis, wild type and the T2 mutant lines *slmyb60Cr1* and *slmyb60Cr2* in the RS background were used. Leaf discs were sampled from fully expanded fourth leaves of six‐week‐old plants. This material was pooled from four plants for each biological replicate. Four biological replicates were used for each genotype (wild type, *slmyb60Cr1*, and *slmyb60Cr2*). RNA was extracted using the RNeasy Plant Mini Kit (Qiagen). Libraries were prepared from poly(A)‐enriched mRNA fractions and sequenced on a NovaSeq 6000 platform using 150 bp paired‐end reads by Biomarker Technologies (BMKGENE); the adapters and low‐quality reads were filtered out.

Bioinformatic tool and settings used to trim/filter raw reads: Fastp parameter: ‐Q ‐y ‐g ‐Y 10 ‐l 100 ‐b 150 ‐B 150 q30 > = 85%. Raw data:fastq files from BCL files with index demultiplexing. Raw data, in fastq format, were initially qualitatively analyzed. A summary of RNA‐seq data for the 12 samples is provided in Table S2. On average, about 45 million reads were produced per sample. More than 98% of the sequences had a quality above Q30, corresponding to a base call accuracy of at least 99.9%. To calculate the expression level of each gene, the Salmon software (https://combine‐lab.github.io/salmon/) was used in a Linux environment, considering the ‐‐gcBias, ‐‐seqBias, ‐‐validateMappings parameters, and employing the nucleotide sequences of the transcripts as an index (version ITAG 4.0, downloaded from https://solgenomics.net/). To identify differentially expressed genes (DEGs) between wild type vs *slmyb60Cr1*, and wild type vs *slmyb60Cr2*, the quantification files (.sf) produced with Salmon were used in the DESeq2 package using the “tximport”, “readr”, “tximportData” packages. The False Discovery Rate (FDR, Benjamini–Hochberg correction to *p* value) threshold for significance was set to < 0.05. A gene was considered differentially expressed if the log_2_(Fold Change, FC) was greater than 1 or smaller than −1. The list of common DEGs between wild type vs *slmyb60Cr1*, and wild type vs *slmyb60Cr2* was obtained, and the gene ontology analysis was performed by submitting gene IDs to the AgriGOv2 webtool (https://systemsbiology.cau.edu.cn/agriGOv2/) using ITAG4.0 *Solanum lycopersicum* database version. For promoter analysis, 1000 bp upstream sequences from the start codon were retrieved using a custom Python script (considering the strandness) in a Linux environment, saved in fasta file format, and submitted to the Plant Transcription Factor Database (PlantTFDB: https://planttfdb.gao‐lab.org/) for TF binding site prediction.

### 2.10 Statistical Analysis of Phenotypic Traits

All statistical analyses were conducted in R v4.3.2 (R Core Team 2023). ANOVA for all phenotypic traits was conducted using the function lm in the stats package stats v4.3.2 (R Core Team 2023), or lmer in the lme4 package (Bates 2015) when random intercepts were present, setting contrasts to sum for categorical predictor, and in combination with the function Anova in the car package v3.1–3 using type II sum of squares (Fox 2019). Post hoc tests to assess the difference between genotypes were conducted in emmeans v1.11.2–8 (Lenth 2025). For leaf area, RWC%, and fresh weight, the ANOVA model was specified as trait ~ genotype*treatment. For PSII efficiency, the model was: trait ~ light intensity*genotype. For stomatal conductance and leaf temperature, the model was: trait ~ genotype*time of day. For the latter two traits and PSII, tray and pot were added as random intercepts. For leaf weight loss and chlorophyll leaching, the model was: trait ~ genotype*time. For weight loss, replicate leaf was added as a random intercept, while for chlorophyll leaching, replicate sample was added as a random intercept. For all other traits, the model was: trait ~ genotype. All predictors except for light intensity (continuous) were categorical, including time variables. To improve residuals, the variables “fresh weight” and “stomatal area” in cotyledons and leaves were square‐root transformed for RS. For AC, stomata opening was log‐transformed. In the case of models with interactions between genotype and other variables, if the interaction had a statistically significant effect on traits, a post hoc test was conducted to assess differences between genotypes within levels of the other variable (e.g., within timepoints). If the interaction was not statistically significant, but the genotype was, a post hoc test was conducted to assess differences between genotypes alone or across levels of other predictors. Group means were estimated with the package emmeans, which was also used to conduct post hoc tests (Lenth R. 2025). When response variables had been transformed, post hoc tests were conducted on the transformed scale; however, estimated means and confidence intervals were back‐transformed to the original scale and have been plotted in figures. All plots were produced with ggplot2 v4.0.0 and assembled in Inkscape.

## 3 Results

### 3.1 Editing of the *SlMYB60* Gene

To explore the role of *SlMYB60* in tomato, we obtained mutants via CRISPR‐Cas9‐mediated editing by simultaneous expression of four gRNAs, targeting the three exons of *SlMYB60*, in both Red Setter (RS) and Ailsa Craig (AC) backgrounds (Figures 1A and S1). A PCR assay on the *SlMYB60* genomic region revealed that several regenerated T0 lines, which were positive for the *Cas9* gene, carried large deletions in the *SlMYB60* amplified genomic region (Figure S1). Such deletions were identified as either a single amplicon of reduced size or two smaller amplicons, indicating that both *SlMYB60* copies were in a homozygous or heterozygous mutant state. T0 plants showing truncated *SlMYB60* versions were allowed to self, and the resulting T1 individuals were counter‐selected for the *Cas9* insertion. T2 homozygous plants inherited clear deletions in the *SlMYB60* genomic locus (Figure 1B). Two homozygote lines, *slmyb60Cr1* and *‐Cr2*, in the RS background and one biallelic line, *slmyb60Cr3/4*, in the AC background were characterized in depth. Based on the sequencing of the genomic PCR products, the mutant alleles are predicted to encode truncated proteins consisting of the first 40 amino acids of SlMYB60 (Figure 1C), followed by a variable number of amino acids before a premature stop codon. The mutant proteins displayed truncated MYB domains, composed of a partial R2 repeat and lacking the R3 repeat (Figure S1). It is thus likely that the encoded mutant alleles are non‐functional.

**FIGURE 1:**
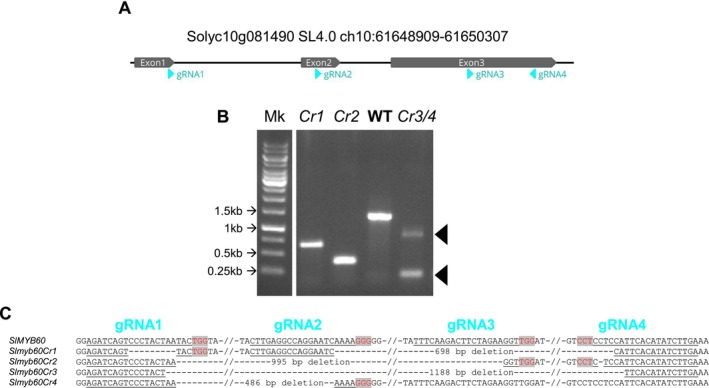
Editing of the tomato *SlMYB60* gene. (A) Structure of the Solyc10g081490 locus and localization of the guide‐RNA target sequences (light blue). (B) Amplification of the full‐length Solyc10g081490 genomic locus from two edited lines (*slmyb60Cr1* and ‐*Cr2*, cv. RS), the wild type (cv. RS), and a bi‐allelic line (*slmyb60Cr3/4*, cv. AC). (C) Genomic sequences of the *Cr1‐4* alleles, highlighting the specific CRISPR‐Cas9‐induced deletions.

### 3.2 *SlMYB60* Function in Tomato Is Different From the Arabidopsis *AtMYB60* , With Respect to Guard Cell Regulation

In Arabidopsis, the loss of the *AtMYB60* function results in impaired light‐induced stomatal opening and decreased stomatal conductance (*g*_sw_) (Cominelli et al. 2005). We investigated the effect of the *slmyb60Cr* alleles on the opening of the stomatal pores in epidermal peels excised from the leaves of wild type and edited plants and found this was affected by genotype across backgrounds according to ANOVA tests (*p* < 0.001 in both). Unexpectedly, all the *slmyb60Cr* lines displayed a slight, yet significant, increase in the opening of the stomatal pore compared with the wild type, according to post hoc tests (*p* < 0.001 for all comparisons; Figure 2A,B). Nevertheless, such an increase did not affect stomatal activity in vivo, as wild type and *slmyb60Cr* plants disclosed a comparable stomatal conductance (*g*_sw_) under standard growth conditions (*p* > 0.05; Figure 2C). Likewise, leaf temperature, collected at different diurnal time points, showed no differences compared with the wild type according to ANOVA (*p* < 0.05; Figure S2). Analyses of stomatal morphometrics revealed that genotype had a significant effect on stomatal size across backgrounds, as determined by ANOVA, in both cotyledons (Figure 2D) and leaves (Figure S3A) (*p* < 0.001 for both mutant vs. wild type comparisons). Post hoc tests showed stomatal size to be larger in the edited lines compared to the wild type for both cotyledons and leaves. Conversely, abaxial stomata density and index were not affected by genotype (*p* > 0.05; Figure S3).

**FIGURE 2:**
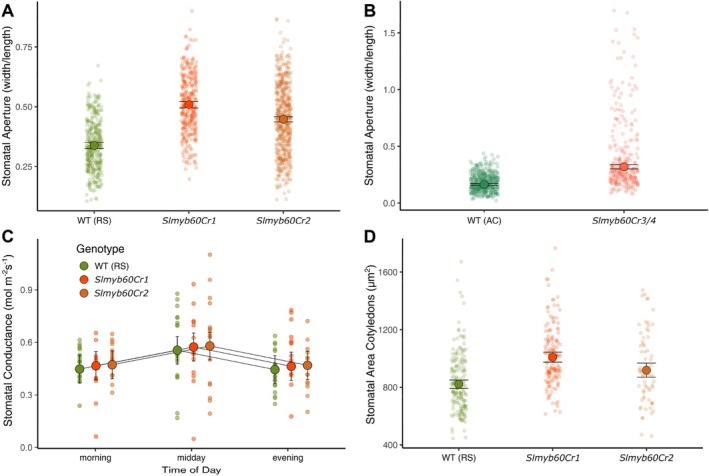
Analysis of stomatal features in the *slmyb60Cr* lines. (A) Measurement of stomatal aperture in Red Setter (RS) and in the *slmyb60Cr1* and ‐*Cr2* lines. (B) Measurement of stomatal aperture in Ailsa Craig (AC) and in the *slmyb60Cr3/4* line. Stomatal opening was assessed in epidermal strips after 4 h of exposure to white light and expressed as the width/length ratio of the stomatal pore (n RS wt = 387, *Cr1* = 343, *Cr2* = 547; n AC wt = 468, *cr3/4* = 294). Genotype had a statistically significant effect both in RS and AC background (*p* < 0.001, F RS = 173.5, F AC = 276.2) and mutants were always different from wild type according to a post hoc test (*p* < 0.001 for all comparisons; *t* RS = −18.2 (*Cr1*) and −13 (*Cr2*); *t* AC = −16.6). (C) Stomatal conductance in the *slmyb60Cr1* and ‐*Cr2* lines was measured on two different leaves per plant in the morning (10:00 a.m.), midday (2:00 p.m.), and afternoon (5:00 p.m.) with 9, 7, and 8 plants respectively measured for wild type, *Cr1*, and *Cr2* at each timepoint. Only timepoint had a statistically significant effect on stomatal conductance (*p* < 0.01, Chisq. = 13.3) but not genotype or their interaction (*p* > 0.05). (D) Measurement of stomatal size (SS) on the abaxial side of cotyledons from RS (*n* = 183), *slmyb60Cr1* (*n* = 152) and *Cr2* (*n* = 70) lines. Genotype had a statistically significant effect (*p* < 0.001, F = 33.9). Post hoc tests, wt vs. C*r1* < 0.0001 (*t* = −8.2); wt versus C*r2* < 0.01 (t‐value = −3.4). SS was calculated as the area encompassing the stomatal pore and the two surrounding guard cells. Large points represent estimated means accompanied by 95% CIs, small points represent raw data.

To evaluate the impact of the *slmyb60Cr* mutations on whole‐plant responses to water deficit, we performed a dry‐down experiment on 5‐week‐old tomato plants (*cv* RS). Fresh weight and total leaf area were both affected by genotype (*p* < 0.05) and treatment (*p* < 0.001, *p* < 0.01, respectively), but never by their interaction (*p* > 0.05). Across conditions, the edited lines displayed a reduction in both fresh biomass and leaf area relative to the wild type, as highlighted by a post hoc test (Figure 3A). Such a trend was consistent across all comparisons, even if the decrease was not always statistically significant for some combinations of trait and edited line. Similarly, for leaf relative water content percentage (RWC%), genotype (*p* < 0.001) and treatment (p < 0.001), but not their interaction (*p* > 0.05), caused a statistically significant reduction. RWC% decreased in both mutant lines relative to the wild type, although this trend was only statistically significant for *slmyb60Cr2* (*p* < 0.001), but not for *slmyb60Cr1* (*p* > 0.05) (Figure 3A).

**FIGURE 3:**
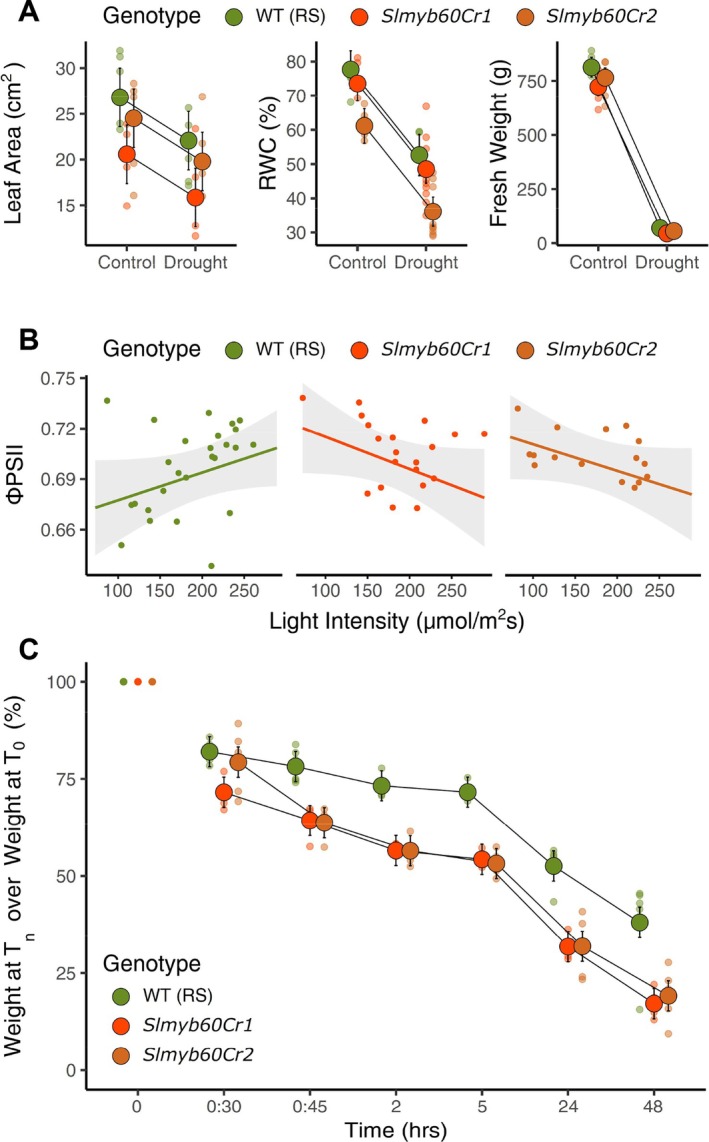
Physiological responses in RS and in the *slmyb60Cr1* and ‐*Cr2* lines. (A) Leaf Area, relative water content (RWC), and shoot fresh weight were measured 14 days after withholding of irrigation. For Leaf Area, five plants were measured for each genotype‐treatment combination. For RWC, five plants per genotype were measured under control conditions, and 3, 10, and 9 plants were measured for wild type, *slmyb60Cr1*, and ‐*Cr2* under drought, respectively. For shoot fresh weight, 6 plants were measured for each genotype under control conditions, and 3 plants under drought. Genotype and treatment, but not their interaction (*p* > 0.05), always had a statistically significant effect on leaf area (genotype: *p* < 0.05, *F* = 5.3; treatment: *p* < 0.01, *F* = 9), RWC (genotype: *p* < 0.001, *F* = 17; treatment: *p* < 0.001, *F* = 104.4), and shoot FW (genotype: *p* < 0.05, *F* = 5.1; treatment: *p* < 0.001, *F* = 2093.2). Estimated means were always lower for mutants than the wild type, but according to a post hoc test, differences were only statistically significant for: *Slmyb60Cr1* for leaf area (*p* < 0.01, *t* = 3.3); for ‐*Cr2* for RWC (*p* < 0.001, *t* = 5.1); ‐*Cr1* for fresh weight (*p* < 0.05, *t* = 3.2). Large points represent estimated means accompanied by 95% Cis; small points represent raw data. (B) Light response of the effective quantum yield of photosystem II (*Φ*_PSII_) in plants grown under control conditions. Two leaves of 9, 7, and 8 plants for wild type, *slmyb60Cr1*, and ‐*Cr2* were measured in the morning (10:00 a.m.), midday (2:00 p.m.), and afternoon (5:00 p.m.), resulting in *Φ*_PSII_ being measured at a range of light intensities for each plant. Only the interaction between light intensity and genotype had a statistically significant effect on *Φ*_PSII_ (*p* < 0.05, Chisq = 8.5), with the slope of wild type being positive and the slopes of mutants being negative, and both showing a marginal statistical difference from wild type (*p* = 0.06, *t* = 2.35). (C) Time course of water loss from detached leaves (*n* = 6 for each genotype‐timepoint combination), expressed as a percentage of the initial fresh weight at the indicated time points. Genotype (*p* < 0.001, Chisq. = 99), timepoint (*p* < 0.001, Chisq. = 2333.3), and their interaction (*p* < 0.001, Chisq. = 46.4) all had a statistically significant effect. Estimated means of mutants were lower than the wild type at all timepoints analyzed and a post hoc test showed that this difference was always statistically significant (*p* < 0.001 for all comparisons) except for the difference wild type—*Cr1* at the first timepoint (*p* > 0.05). Large points represent estimated means accompanied by 95% Cis; small points represent raw data.

In an independent greenhouse experiment, measurements of quantum yield of photosystem II (*Φ*_PSII_) indicated that genotype did not affect PSII efficiency on average (*p* > 0.05). However, a statistically significant interaction between genotype and the covariate light intensity (*p* < 0.05) resulted in genotypes differing for the slope of ΦPSII (Figure 3B). A post hoc test on slopes showed that PSII efficiency increased with light intensity in the wild type but decreased in both *slmyb60Cr* lines. This could account for the reduced biomass observed in the *slmyb60Cr* plants (Figure 3A).

Detached leaves of *slmyb60Cr* mutant plants displayed a similar faster reduction in weight compared to the RS wild type (Figure 3C). Genotype, timepoint, and their interaction had a statistically significant effect on weight reduction according to ANOVA (*p* < 0.001 for all predictors), and a post hoc test showed that the percentage loss in leaf weight was significantly higher in mutants than the wild type from 45 min after detachment onwards (*p* < 0.001). This trend was also verified and significant in the *slmyb60Cr3/4* AC line (Figure S4). Collectively, these data indicate that *SlMYB60* is necessary to prevent water loss, although this may also occur through routes other than stomata.

### 3.3 *SlMYB60* Has a Broad Range of Expression and Regulates Cell Wall‐ and Cuticle‐Related Genes

The detected phenotypes led us to study the patterns of expression of *SlMYB60*. Previously, we showed that a 1.3 kb *MYB60* promoter sequence of Arabidopsis and grape ( *Vitis vinifera* ) is sufficient in conferring a GC‐specific expression to the GUS reporter gene (Cominelli et al. 2011; Galbiati et al. 2011). The transcriptional fusion of a similar 1480 bp tomato promoter to GUS and GFP (*SlMYB60*_*pro*_::*GUS:GFP*) was expressed transiently in *Nicotiana benthamiana* leaves (Figure 4A,B). GUS activity was observed in the entire leaf, including GCs and epidermal cells (Figure 4A). The inspection of GFP signal via confocal imaging further confirmed the activity of the *SlMYB60*_*pro*_ in the epidermal cells (Figure 4B). The activity of the *AtMYB60* promoter from Arabidopsis using the same vector led to the expected GC‐specific GUS staining (Figure 4C). The *cis‐*organization of the *SlMYB60* promoter is similar to that of Arabidopsis, including the number and organization of DOF binding sites that are crucial for conferring GC specificity (Rusconi et al. 2013). To test whether the *SlMYB60* promoter had a GC‐specific activity in Arabidopsis, we produced stable transformants of *SlMYB60*_*pro*_::*GUS:GFP*. This resulted in a diverse range of GUS activity observed across independent transgenic lines, including the leaf vasculature, guard cells, and various other organs (Figure S5). These results collectively suggest that *SlMYB60* is not GC‐specific and regulates processes beyond stomatal activity.

**FIGURE 4:**
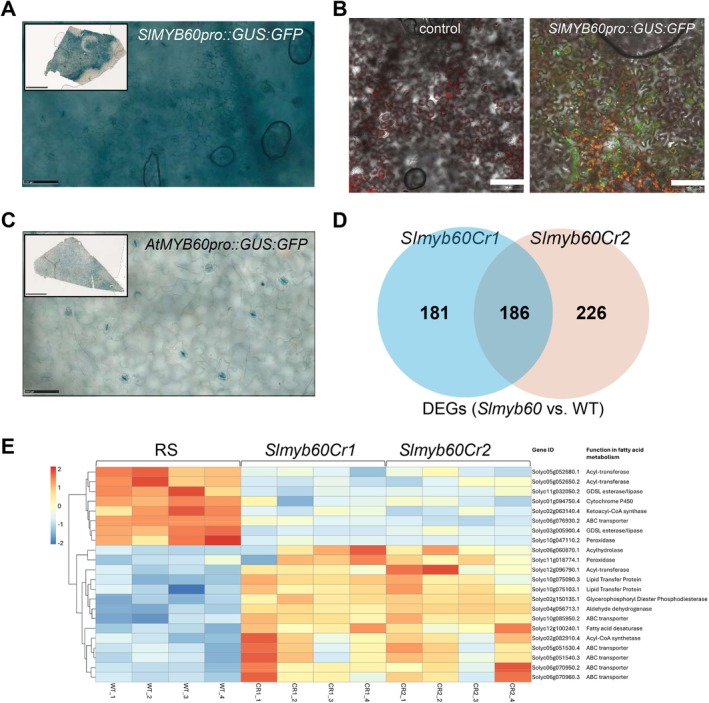
Activity of the *SlMYB60* promoter and analysis of differentially regulated genes in tomato. (A‐C) Activity of the *SlMYB60* promoter in *N. benthamiana*. Leaves were *Agro*‐infiltrated with the *SlMYB60pro:GUS:GFP* construct (A, B) or with the *AtMYB60pro:GUS:GFP* construct (C). GUS or GFP activities were investigated at 48 h after the transfection. Scale bars: 1 mm, boxed images in A and C; 100 μm in (A, B, C). (D) Venn diagram representing specific and common DEGs in the *slmyb60Cr1* and *Cr2* lines. (E) List of common DEGs encoding proteins involved in cuticle metabolism and deposition.

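Leaf RNA of tomato was sequenced in 12 libraries, with 4 biological replicates of the wild type (Red Setter, a processing cultivar with determinate growth) and 4 of each of the lines *slmyb60Cr1* and *slmyb60Cr2*, in which CRISPR/Cas9 deletions were made in the gene *SlMYB60*. Each replicate pooled leaf discs from 4 plants. The paper's methods describe the plants as 6-week-old and mention no water deficit for them, whereas the labels deposited with the libraries name a water stress with irrigation stopped for 14 days. The libraries are named here by genotype and replicate number only. Poly(A)-enriched RNA was sequenced as paired-end reads, which the authors trimmed with fastp and assigned to the ITAG 4.0 transcripts with Salmon, a program that estimates transcript levels without aligning reads to the genome and here corrected for GC content and sequence bias. Table S2 lists a total of 41110387 to 53145249 reads per wild type library (median 47339068), 41311386 to 46109832 per *slmyb60Cr1* library (median 44176932) and 41436710 to 47473068 per *slmyb60Cr2* library (median 44613060). The deposited table gives 33976 genes in TPM, transcript levels scaled for transcript length and to a sum of 1000000 in every library. The unit carries no read counts, and the counting error of single genes was not computed. The paper used DESeq2 on the Salmon estimates, which cannot be repeated on TPM. The values were tested with limma (with an intensity trend) on log2(TPM + 0.1), in one fit of all 12 libraries, for the 21218 genes with at least 0.5 TPM in at least 4 libraries, with the Benjamini-Hochberg adjustment. Fold changes are on this log2(TPM + 0.1) scale, which understates the changes of genes with low TPM. A gene was called a DEG at the paper's thresholds, an adjusted p below 0.05 and a log2 fold change above 1 or below −1.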

To identify potential molecular pathways regulated by *SlMYB60*, we compared the transcriptome of wild type (*cv* RS) tomato leaves with that derived from the *slmyb60Cr1* and *slmyb60Cr2* lines, each represented by four biological replicates. 

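At these thresholds, 142 genes were DEGs in *slmyb60Cr1* compared with the wild type, of which 95 were higher and 47 lower. In *slmyb60Cr2*, 298 genes were DEGs, of which 240 were higher and 58 lower. The median log2 fold change of all genes tested was −0.02 in *slmyb60Cr1* and 0.04 in *slmyb60Cr2*. Libraries that share a replicate number deviated together. The mean correlation of their deviations from the genotype means, across genes, was 0.193, and −0.0641 for libraries with different numbers. Deviations cancel within each genotype, so the second value nearly follows from the first and is no separate evidence. Of the 576 assignments of the numbers, 9 gave a mean as high for same-numbered libraries (exact permutation test, one-sided, p = 0.0156). The first principal component, with 26.4% of the variance, placed replicates 1 and 2 of every genotype on one side and replicates 3 and 4 on the other, and the second, with 18.4%, parted the wild type from both edited lines. With the replicate number as a block, limma called 210 genes in *slmyb60Cr1* (147 higher and 63 lower) and 373 in *slmyb60Cr2* (294 higher and 79 lower). These included 134 of the 142 and 282 of the 298 DEGs found without the block. Both numbers fell most when limma tested against a log2 fold change of 1 in place of applying that threshold afterwards, an alternative chosen after the data were seen, which left 17 DEGs in *slmyb60Cr1* and 14 in *slmyb60Cr2*.

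**Figure D1:**
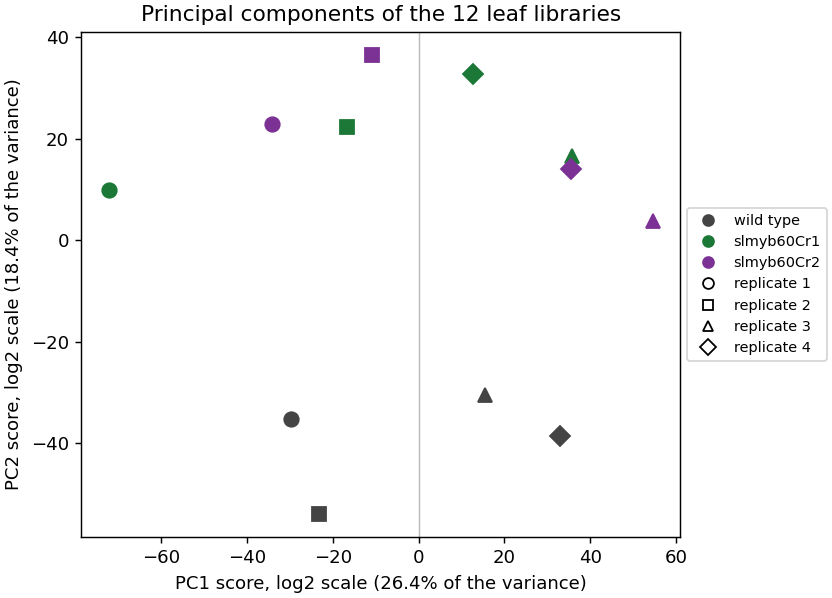
Scores of the 12 leaf libraries on the first and second principal components of log2(TPM + 0.1) over the 21218 genes tested, with colours for genotypes and marker shapes for replicate numbers. Replicates 1 and 2 lie left of 0 on the first component (26.4% of the variance) and replicates 3 and 4 right of it, and the 4 wild type libraries lie below both edited lines on the second (18.4%).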

The mRNA sequencing analysis found 367 and 412 differentially expressed genes (DEGs) in *slmyb60Cr1* and ‐*Cr2* lines, respectively, compared with the wild type (Figure 4D; Table S3). 

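*SlMYB60* (Solyc10g081490), the edited gene, was at 16.5 ± 4.62 TPM in the wild type (mean ± SD, n = 4), 2.19 ± 0.501 TPM in *slmyb60Cr1* (n = 4) and 2.70 ± 0.405 TPM in *slmyb60Cr2* (n = 4). The means of the edited lines were 13.2% and 16.4% of the wild type mean. Every library of either line lay below every wild type library, whose lowest value was 12.3 TPM (exact permutation test on TPM, two-sided, p = 0.0286 for each line, the smallest p that 4 libraries against 4 allow). The log2 fold change was −2.85 in *slmyb60Cr1* (standard error 0.22, limma adjusted p = 8.07e-05, and 8.22e-05 with the replicate block). In *slmyb60Cr2* it was −2.54 (standard error 0.22, limma adjusted p = 2.37e-04, and 1.20e-04 with the block). With each of the 12 libraries left out in turn it stayed between −2.97 and −2.70 in *slmyb60Cr1* and between −2.66 and −2.39 in *slmyb60Cr2*. The difference between the lines was not past the adjusted p threshold (log2 difference 0.31, limma adjusted p = 0.544, and 0.235 with the block), with *slmyb60Cr2* above *slmyb60Cr1* in 4 of the 4 same-numbered pairs. TPM counts reads on the whole reference transcript, so reads missing from a deleted stretch also lower it.

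**Figure D2:**
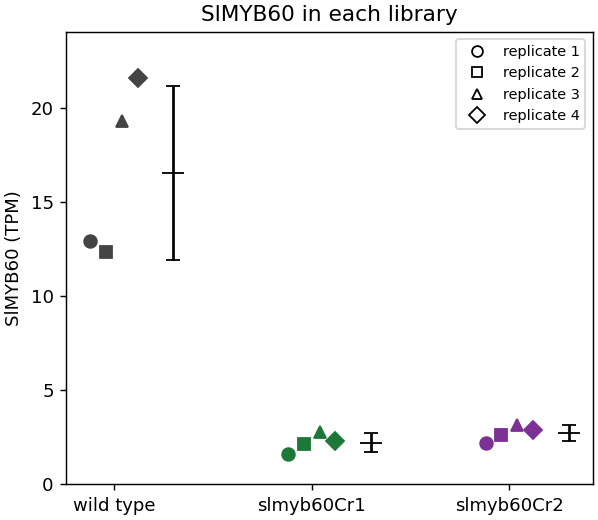
*SlMYB60* in TPM for each of the 12 libraries, by genotype, with marker shapes for replicate numbers and the mean and SD (n = 4) beside each group. The wild type libraries lie between 12.3 and 21.6 TPM and the libraries of both edited lines between 1.57 and 3.15 TPM.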

The accumulation of the *SlMYB60* transcript was significantly downregulated in the *slmyb60Cr1* and *slmyb60Cr2* lines, with a logFoldChange of −2.99 and −2.74, respectively (Table S3). Reads mapping further revealed that transcripts of *SlMYB60* in the edited lines exhibited clear truncations compared with the wild type, suggesting that partial gene products may still be produced, albeit at lower levels (Figure S6) and altered in their protein sequence (Figure S1).

DEGs common to the two mutant lines were 186, of which 146 were up‐regulated and 40 down‐regulated (Table S3; Figure S7). 

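From the deposited TPM values, 86 genes were DEGs in both lines in the same direction, 65 higher and 21 lower. No gene was a DEG in opposite directions (0 genes). Of the 86, 25 had no matched row in Table S3. Since 28 of its 186 rows could not be matched, how many of the 25 the paper also called is not known. With the replicate block, 129 genes were common, 100 higher and 29 lower, and 80 of the 86 were among them. In 85 of the 86, all 8 edited libraries lay on one side of all 4 wild type libraries, which 0.404% of regroupings of 12 libraries would give for a gene with no difference. These genes were selected for a difference in both lines, so their number is not evidence beyond that selection. A further 56 genes were DEGs in *slmyb60Cr1* only and 212 in *slmyb60Cr2* only, and 254 of these 268 changed in the same direction in the other line. Both lines were compared with the same 4 wild type libraries, which by itself favours the same direction. This count therefore does not show a change in both lines. The common DEG with the smallest adjusted p was Solyc04g081700, listed in Table S3 as an unknown protein, at 23.2 ± 2.21 TPM in the wild type, 240 ± 20.5 in *slmyb60Cr1* and 230 ± 16.9 in *slmyb60Cr2* (mean ± SD, 4 libraries each). Its log2 fold changes were 3.37 and 3.31 (standard error 0.09 for both, limma adjusted p = 5.35e-09 and 6.61e-09), although wild type replicate 4 lay apart from the other wild type libraries at 19.9 TPM. Solyc08g044280, for which no name was at hand, rose from 63.8 ± 6.15 TPM to 258 ± 30.1 in *slmyb60Cr1* and 297 ± 21.1 in *slmyb60Cr2*. The glutathione S-transferase Solyc10g084960 rose from 3.83 ± 1.11 TPM to 39.7 ± 9.35 in *slmyb60Cr1* and 39.2 ± 2.97 in *slmyb60Cr2*. Among genes in which the 8 edited libraries lay on one side, the largest rise, by the smaller change of the lines, was in Solyc05g021245, listed at 0 TPM in all 4 wild type libraries and between 0.943 and 5.35 TPM in the edited ones. The largest fall was in Solyc05g017790, between 2.79 and 20.1 TPM in the wild type and listed at 0 in all 8 edited libraries. No names were at hand for either gene. The next largest rise was in Solyc01g066790, listed in Table S3 as an unknown protein, from 0.869 ± 0.871 TPM in the wild type to 20.5 ± 3.31 in *slmyb60Cr1* and 16.7 ± 8.48 in *slmyb60Cr2*. The order of these rises depended on the processing. Over the alternatives, the log2 fold change in *slmyb60Cr2* went down to 1.87 for Solyc05g021245, but not below 3.25 for Solyc01g066790. The next largest fall was in Solyc10g054900, listed as a proline-rich protein, from 2.20 ± 2.00 TPM to 0.166 ± 0.118 and 0.0595 ± 0.0460, and its call in *slmyb60Cr1* was lost in 7 of the 12 fits that each left out one library. Its rank also depended on the processing. Its log2 fold change in *slmyb60Cr1* shrank to −1.28 under an alternative, while that of *SlMYB60* stayed at −2.21 or beyond in both lines.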

Among them, we identified several genes involved in cell wall metabolism. 

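Table S3 lists 8 genes of xyloglucan endotransglucosylase/hydrolases, enzymes that cut and rejoin xyloglucan chains of the cell wall. Of these, 7 could be matched to the deposited table, and 1, whose identifier is garbled in the text of the table, could not. All 7 matched genes were higher on average in both lines than in the wild type, and 2 of them were DEGs in both lines here (4 in *slmyb60Cr1* and 5 in *slmyb60Cr2*), or 3 with the replicate block. Adjusted over these 7 genes alone, 6 passed in *slmyb60Cr1* and 7 in *slmyb60Cr2*. The list is the paper's own selection from these libraries. Solyc03g093080 was at 1.98 ± 0.559 TPM in the wild type, 14.4 ± 9.96 in *slmyb60Cr1* and 6.91 ± 0.953 in *slmyb60Cr2* (mean ± SD, 4 libraries each), with log2 fold changes of 2.54 and 1.79 (limma adjusted p = 0.0190 and 0.0349). Replicate 2 of *slmyb60Cr2* lay apart from the other 3 libraries of its line at 8.33 TPM. Solyc12g011023 rose from 0.527 ± 0.183 TPM to 2.16 ± 0.898 in *slmyb60Cr1* and 2.93 ± 0.864 in *slmyb60Cr2*, log2 fold changes of 1.81 and 2.28 (limma adjusted p = 0.0240 and 0.00460). Solyc09g092520, listed as an endotransglycosylase, reached 98.8 ± 12.3 TPM in *slmyb60Cr2* from 24.3 ± 3.80 in the wild type (log2 fold change 2.02, limma adjusted p = 0.00499). In *slmyb60Cr1* its rise of 0.93 was not past the thresholds (limma adjusted p = 0.141), with 51.5 ± 30.0 TPM, and the difference between the lines was not either (limma adjusted p = 0.126). Some of these genes have neighbouring identifiers, and Salmon could have split reads among genes with similar sequences. With each of the 12 libraries left out in turn, from 0 to 6 of the 7 were DEGs in both lines. The number was 6 without *slmyb60Cr1* replicate 1 and 0 in 4 of the fits, as it was with only the compared groups in the fit; where it was 0, 6 or 7 had an unadjusted p below 0.05 and a log2 fold change above 1 in both lines. The call of Solyc03g093080 was lost in *slmyb60Cr1* in 3 and in *slmyb60Cr2* in 8 of the 12 fits, and that of Solyc12g011023 in *slmyb60Cr1* in 5 and in *slmyb60Cr2* in 0.

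**Figure D3:**
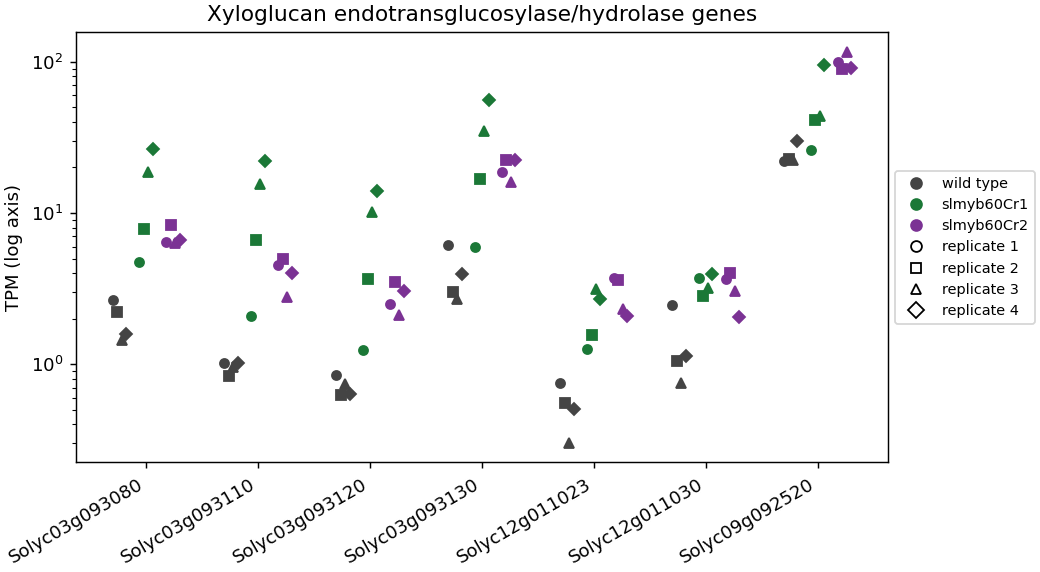
TPM of the 7 matched xyloglucan endotransglucosylase/hydrolase genes of Table S3 in each of the 12 libraries on a log axis, with colours for genotypes and marker shapes for replicate numbers. For Solyc03g093080 the edited libraries, from 4.75 TPM, lie above the wild type libraries, up to 2.65 TPM, and the *slmyb60Cr1* libraries spread up to 26.4 TPM.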

The functional classification of the common DEGs highlighted the enrichment of the Biological Process “xyloglucan metabolic process”, related to cell wall features (Figure S7). In addition, 22 common DEGs encode proteins known (or putatively expected) to be involved in cuticle metabolism and deposition (Figure 4E). These included two GDSL esterase/lipases (Solyc11g032050.2 and Solyc03g005900.4), previously shown to be involved in cuticle formation and stomata development (Shen et al. 

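Of the 22 genes of Figure 4E, 18 had enough TPM to be tested and 12 were DEGs in both lines here, 6 higher and 6 lower. With the replicate block, 13 were. All 22 changed in both lines in the direction drawn in Figure 4E, 14 higher and 8 lower. The 4 genes below the TPM limit were Solyc06g076930, Solyc10g047110, Solyc06g060870 and Solyc12g096790, whose fold changes come from a fit without the limit. With each of the 12 libraries left out in turn, between 8 and 13 of the 22 were DEGs in both lines.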

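The GDSL esterase/lipase Solyc03g005900 was at 4.72 ± 1.06 TPM in the wild type, 0.443 ± 0.0693 in *slmyb60Cr1* and 0.790 ± 0.230 in *slmyb60Cr2* (mean ± SD, 4 libraries each). Its log2 fold changes were −3.13 and −2.44 (standard error 0.22 for both, limma adjusted p = 4.58e-05 and 3.21e-04), although replicate 2 of *slmyb60Cr2*, at 1.13 TPM, lay apart from the other 3 libraries of its line. With each library left out in turn, its log2 fold change stayed between −3.25 and −3.02 in *slmyb60Cr1* and between −2.61 and −2.33 in *slmyb60Cr2*. The other, Solyc11g032050, was at 0.916 ± 0.206 TPM in the wild type, 0.180 ± 0.0589 in *slmyb60Cr1* and 0.257 ± 0.0634 in *slmyb60Cr2* (mean ± SD, 4 libraries each). In this gene the log2 fold changes were −1.86 and −1.50 (standard error 0.28 for both, limma adjusted p = 0.00925 and 0.0120). At this level the fold change depends on the pseudocount. With a pseudocount of 1, an alternative chosen after the data were seen, it was −0.69 in *slmyb60Cr1* and −0.60 in *slmyb60Cr2* and the gene was a DEG in neither line. Replicate 4 of *slmyb60Cr2*, at 0.352 TPM, lay apart from the others of its line.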

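The lipid transfer protein gene Solyc10g075090 was at 312 ± 67.5 TPM in the wild type, 1141 ± 153 in *slmyb60Cr1* and 903 ± 365 in *slmyb60Cr2* (mean ± SD, 4 libraries each). For this gene the log2 fold changes were 1.88 and 1.46 (standard error 0.26 for both, limma adjusted p = 0.00501 and 0.00922). The neighbouring identifier Solyc10g075103, also a lipid transfer protein gene, was at 71.0 ± 24.9 TPM in the wild type, 220 ± 47.2 in *slmyb60Cr1* and 236 ± 77.9 in *slmyb60Cr2* (mean ± SD, 4 libraries each), and its log2 fold changes were 1.68 and 1.76 (limma adjusted p = 0.0213 and 0.00851). If their sequences are similar, Salmon could have split shared reads between them. The call of Solyc10g075103 in *slmyb60Cr1* was lost in 3 of the 12 fits that each left out one library. Solyc02g063140, an acyl-CoA synthetase in the paper's text and labelled as a ketoacyl-CoA synthase in Figure 4E, fell from 4.08 ± 1.45 TPM to 0.840 ± 0.313 in *slmyb60Cr1* and 0.660 ± 0.337 in *slmyb60Cr2*. The log2 fold changes were −2.14 and −2.48 (standard error 0.38 for both, limma adjusted p = 0.0196 and 0.00539), and the call in *slmyb60Cr1* was lost in 3 of these 12 fits. Solyc02g082910, labelled as an acyl-CoA synthetase, rose from 0.774 ± 0.223 TPM to 2.04 ± 0.901 and 1.89 ± 0.567, and all 8 edited libraries lay above the 4 wild type libraries. Its log2 fold changes of 1.24 and 1.17 did not pass the adjusted p threshold (limma adjusted p = 0.0839 and 0.0564), and did with the replicate block (limma adjusted p = 0.0247 and 0.0144).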

2022), two lipid‐transfer proteins (Solyc10g075090.3 and Solyc10g075103.1), and two acyl‐CoA synthetases (Solyc02g082910.4 and Solyc02g063140.4) (Vishwanath et al. 2015). The remaining 16 transcripts (encoding ABC transporters, peroxidases, phospholipase, glycerophosphoryl diester phosphodiesterase, acyl‐transferases, aldehyde dehydrogenase, fatty acid desaturase, fatty acyl omega‐hydroxylase) are known to be involved in acyl‐lipid metabolism and were generally more expressed in the mutants (Li‐Beisson et al. 

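Of these 16 transcripts, 11 were higher and 5 lower on average in both lines than in the wild type, and 7 were DEGs in both lines, 4 higher and 3 lower. Among the 10 that are not ABC transporters, the glycerophosphoryl diester phosphodiesterase Solyc02g150135 rose from 1.08 ± 0.470 TPM in the wild type to 10.8 ± 3.62 in *slmyb60Cr1* and 11.5 ± 1.23 in *slmyb60Cr2* (mean ± SD, 4 libraries each). The log2 fold changes were 3.24 and 3.38 (standard error 0.29 for both, limma adjusted p = 2.69e-04 and 2.38e-04). The name of this gene was read from Figure 4E. Table S3 gives such a description to Solyc02g094400 (log2 fold changes 1.17 and 1.25 there). It lists the most similar identifier, Solyc02g050135, as an unknown protein. Its log2 fold changes there, 3.72 and 3.60, lie nearer those of Solyc02g150135 here. The enzyme name of Solyc02g150135 is therefore uncertain. The aldehyde dehydrogenase Solyc04g056713 rose from 7.37 ± 0.942 to 15.8 ± 1.25 and 17.6 ± 0.247 TPM. Its log2 fold changes of 1.10 and 1.26 lay near the threshold, and with quality weights for the libraries, an alternative chosen after the data were seen, the gene was no longer a DEG in *slmyb60Cr1*. The fatty acid desaturase Solyc12g100240 rose from 61.8 ± 7.85 to 149 ± 38.5 and 139 ± 53.7 TPM, and was no longer a DEG in *slmyb60Cr1* in 6 and in *slmyb60Cr2* in 5 of the 12 fits that each left out one library. The acyl-transferases Solyc05g052680 and Solyc05g052650 fell, the first from 18.5 ± 5.51 TPM to 3.94 ± 1.24 and 4.83 ± 2.04, and the other from 5.28 ± 2.01 to 0.610 ± 0.205 and 1.02 ± 0.606. The cytochrome P450 Solyc01g094750 fell from 2.55 ± 0.188 to 1.06 ± 0.414 and 1.06 ± 0.258 TPM. It was no longer a DEG in *slmyb60Cr1* in 8 and in *slmyb60Cr2* in 2 of these 12 fits, nor in *slmyb60Cr1* with only the compared groups in the fit, nor in either line with a pseudocount of 1, an alternative chosen after the data were seen. The peroxidase Solyc11g018774 was higher on average (69.9 ± 50.2 TPM in *slmyb60Cr1* against 11.0 ± 5.42 in the wild type). With log2 fold changes of 2.05 and 2.02, it was a DEG in neither line (limma adjusted p = 0.259 and 0.194). Much of the spread in *slmyb60Cr1* lay in replicate 1, at 4.51 TPM, with the other libraries of that line between 67.2 and 126 TPM. Without this library, Solyc11g018774 was a DEG in both lines. With only the compared groups in the fit, it was a DEG in *slmyb60Cr2* only. The peroxidase Solyc10g047110, the acylhydrolase Solyc06g060870 and the acyl-transferase Solyc12g096790 had mean TPM of at most 0.605 in every genotype and were below the TPM limit. In the fit without the limit, Solyc10g047110 was a DEG in both lines (log2 fold changes −2.19 and −2.60, limma adjusted p = 0.00535 and 0.00151), Solyc12g096790 in *slmyb60Cr2* only and Solyc06g060870 in neither.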

2010). The differential expression of these transcripts compared with the wild type suggested that cuticle biosynthesis might be altered in *slmyb60Cr1* and *slmyb60Cr2*.

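In 17 of the 22 genes, all 8 edited libraries lay on one side of all 4 wild type libraries. Adjusted over the 22 genes alone, 21 passed both thresholds in *slmyb60Cr1* and 22 in *slmyb60Cr2*. Neither count shows stability, since the genes are the paper's own calls on these libraries. From the changed transcript levels of these genes in both edited lines, the paper proposes an altered cuticle biosynthesis, and goes on to examine the permeability and structure of the leaf cuticle.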

The analysis of the promoter sequences (−1000 bp from the ATG) of the 186 common DEGs revealed an enrichment of *cis*‐elements for the binding of various TF classes, with the MYB TFs being the most represented (Figure S8). As expected, the cuticle‐related DEGs also contained putative MYB binding sites, but none of the known MYB TFs involved in cuticle formation appeared to be deregulated in the *slmyb60Cr* lines (Hwang et al. 

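Besides *SlMYB60*, the genes named here from Table S3 include one other MYB gene, Solyc03g093890, listed there as R2R3 MYB transcription factor 52. It was at 14.8 ± 2.93 TPM in the wild type, 31.1 ± 14.4 in *slmyb60Cr1* and 33.6 ± 9.55 in *slmyb60Cr2* (mean ± SD, 4 libraries each), and all 8 edited libraries lay above the 4 wild type libraries, with replicate 4 of *slmyb60Cr2* apart from the others of its line at 47.8 TPM. Its log2 fold change of 0.98 in *slmyb60Cr1* did not pass the thresholds (limma adjusted p = 0.114, and 0.0229 with the replicate block) and that of 1.16 in *slmyb60Cr2* did (limma adjusted p = 0.0367, and 0.00652 with the block). The call in *slmyb60Cr2* was lost in 8 of the 12 fits that each left out one library. No table at hand paired the identifiers with gene names for the whole genome, so the MYB family as a set was not analysed here.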

2025).

### 3.4 SlMYB60 Regulates Cuticle Leaf Permeability

Results from the RNAseq experiment pointed to a broad role of SlMYB60 in mediating epidermal features, including cuticle synthesis and deposition. We performed a chlorophyll leaching experiment to assess possible defects in the cuticle layer of leaves from the edited plants. As shown in Figure 5A, we observed a faster release of chlorophyll from *slmyb60Cr1* and *‐Cr2* mutant leaves, indicating an increased cuticle‐dependent leaf permeability compared with the wild type. Similar results were obtained for *slmyb60Cr3/4* in the AC background (Figure S9). A toluidine blue (TB) staining assay was employed on etiolated cotyledons to further investigate cuticular defects in the *slmyb60CR* lines (Tanaka et al. 2004). As expected, cotyledons from the wild type were largely impermeable to the TB dye, indicating an intact cuticular layer. On the contrary, cotyledons from the edited lines disclosed increased TB staining, confirming the presence of a defective cuticle and enhanced leaf permeability (Figure S10). These data could further explain the enhanced water loss from detached leaves, observed in the edited lines (Figure 3C).

**FIGURE 5:**
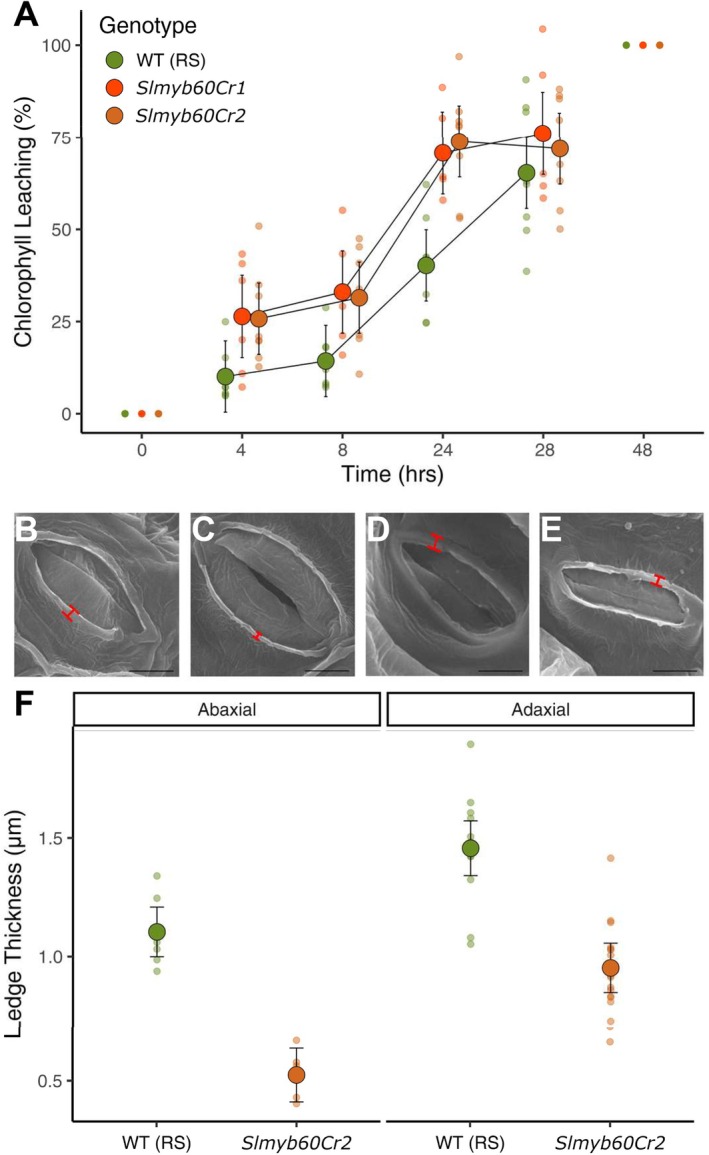
Cuticle‐related defects in *slmyb60Cr1* and *Cr2* leaves. (A) Chlorophyll leaching assay in leaves excised from wild type (*n* = 8) and edited plants (n *slmyb60Cr1* = 6, n ‐*Cr2* = 8). Genotype (*p* < 0.01, Chisq. = 13.4), timepoint (*p* < 0.001, Chisq. = 553.2), and their interaction (*p* < 0.01, Chisq. = 21.5) all had a statistically significant effect. Chlorophyll leaching was always estimated as higher in mutants than the wild type, and a post hoc showed these differences to be statistically significant at 8 (*p* < 0.05; *t Cr1* = −2.2, *t Cr2* = −2.3) and 24 h (*p* < 0.001; *t Cr1* = −4.1, *t Cr2* = −4.9). (B‐E) SEM analysis of outer cuticular ledges (OCLs). The thickness of OCLs (red lines) was measured in correspondence with stomata distributed on the abaxial (B, C) or adaxial (D, E) side of wild type (B, D) and *slmyb60Cr2* leaves (C, E). The scale bars correspond to 5 μm. (F) Quantification of OCLs thickness in the wild type and *slmyb60Cr2* line (abaxial: N WT = 7, ‐*Cr2* = 6; adaxial: N WT = 13, *Cr2* = 16). Genotype had a statistically significant effect on abaxial (*p* < 0.001, *F* = 68.7) and adaxial (*p* < 0.001, *F* = 44.3) OCL thickness, reduced in the mutant. Large points represent estimated means accompanied by 95% Cis; small points represent raw data.

Next, we examined the epicuticular waxes on both abaxial and adaxial leaf surfaces of wild‐type and *slmyb60* mutant plants using scanning electron microscopy (SEM). The SEM analysis revealed no appreciable differences in cuticular wax morphology between wild type and mutant leaves. This lack of divergence was likely due to the presence of an amorphous wax layer covering the leaf surface, with sparsely distributed epicuticular wax crystals (Figure S11A). Cuticle papillae, resulting from the accumulation of cuticle to form verrucous protrusions (Yang et al. 2025), were found on the surface of subulate non‐glandular trichomes (Kaur et al. 2023), yet we observed a general reduction in the density and size of the cuticle papillae on trichomes in *slmyb60Cr* mutants compared with the wild type (Figure S11B). Interestingly, *slmyb60Cr* mutants also showed significantly reduced stomatal outer cuticular ledges (OCLs) compared with the wild type, on both the abaxial and adaxial leaf surfaces (Figures 5B–F and S12). These results highlighted alterations in cuticle deposition in the *slmyb60Cr* lines, suggesting a broad role of SlMYB60 in mediating cuticle‐dependent leaf permeability in tomato.

## 4 Discussion

In this work, we provide evidence for the functional divergence of AtMYB60 and SlMYB60 in Arabidopsis and tomato. Analyses of independent edited lines indicated a broad role for the tomato SlMYB60 in mediating cuticle‐related traits in leaves, consistent with the function of other members of the SlMYB60 subgroup (Hwang et al. 2025). The tomato genome contains 127 MYB‐coding genes, whose protein products can be classified into 18 subgroups based on sequence similarity and phylogenetic topology. SlMYB60 clusters with SlMYB30, SlMYB31, SlMY94, and SlMYB96 in subgroup S7. A distinctive feature of the proteins of the subgroups is the presence of the extra‐R2R3 domain YASS[AT]ENI[AS][RK]LL[QEK][GNQ]W[MIT][KRG] (motif 11) (Li et al. 2016).

In Arabidopsis, members of the MYB subgroup 1, namely AtMYB60, AtMYB30, AtMYB31, AtMYB94, and AtMYB96, share the same conserved domain (Kranz et al. 1998). Similarities in motif patterns frequently reflect conserved protein functions (Li et al. 2016). Consistent with this hypothesis, AtMYB30, AtMYB31, AtMYB94, and AtMYB96 were found to play a role in regulating fatty acid metabolism related to cell wall and cuticle deposition (Raffaele et al. 2008; Lee et al. 2016; Shi et al. 2022). Yet, despite sequence similarity with its closest homologs, AtMYB60 exhibits a divergent cell‐specific function as a modulator of stomatal movements in Arabidopsis (Cominelli et al. 2005; Simeoni et al. 2022). One intriguing question is whether *MYB60* orthologs from different plant species retain the guard cell‐specific regulatory activity observed in Arabidopsis, or whether they play a broader role in mediating epidermal features, similarly to the other members of the *AtMYB60* clade. Evidence suggests that the cell‐specific *MYB60* function is conserved across Arabidopsis, grape, and common bean. Both the grape (*VvMYB60*) and the bean (*PvMYB60*) genes are specifically expressed in guard cells and can rescue the defective stomatal opening in the *atmyb60‐1* mutant (Galbiati et al. 2011; Simeoni et al. 2022; Martínez‐Barradas et al. 2024). Yet, in the absence of more direct functional studies, such as the CRISPR‐Cas‐mediated inactivation of *VvMYB60* and *PvMYB60* in grape and common bean, these results are far from conclusive. Interestingly, the closest *MYB60* homologs in rice (*OsMYB60*) and wheat (*TaMYB60‐1* and *TaMYB60‐2*) do not share the strong cellular specificity observed for *AtMYB60*. *OsMYB60* and *TaMYB60‐1/−2* are rapidly induced by drought stress in leaf tissues, where they primarily control leaf morphology and cuticular wax biosynthesis (Liu et al. 2018; Jian et al. 2022; Wang and Chang 2024; Zhou et al. 2024). Consistent with these findings, our work indicates a role for *SlMYB60* as a regulator of cuticular features in tomato. In this context, Arabidopsis emerges as a possible exception, as *AtMYB60* appears to have undergone functional divergence, acquiring a specialized role in the regulation of stomatal activity rather than in the modulation of cuticular deposition. According to our working model, two main features underlie the functional diversification between the Arabidopsis and tomato genes: (i) the different spatial domains of the *AtMYB60* and *SlMYB60* expression, and (ii) the different downstream targets of the two transcriptional regulators.

### 4.1 A Different Spatial Regulation for *AtMYB60* and *SlMYB60* Expression

The key feature of *AtMYB60* is the cellular specificity of its expression. Different lines of evidence, including promoter::reporter studies and laser microdissection approaches, indicate that *AtMYB60* expression is tightly confined to stomatal guard cells in Arabidopsis leaves (Cominelli et al. 2005, 2011; Galbiati et al. 2008). The transient expression of the *SlMYB60pro*::*GUS:GFP* construct in leaves of *N. benthamiana* revealed broad activity for the *SlMYB60* promoter in stomata and epidermal pavement cells (Figure 4 A‐C). Results from stable Arabidopsis lines carrying the *SlMYB60pro*::*GUS:GFP* fusion confirmed the lack of guard cell specificity for the tomato promoter (Figure S5). Interestingly, a recent comparative single‐cell expression atlas involving different plant species revealed poor conservation in the spatial regulation of guard cell‐related genes between Arabidopsis and tomato (Nguyen et al. 2025). Despite sequence similarity and conserved physiological functions, several tomato homologs of Arabidopsis genes involved in stomatal regulation are not preferentially expressed in guard cells. These include ABA signaling components, K+ uptake channels, proton pumps, and notably guard cell‐related TFs, including MYB60. By contrast, the same study revealed a high degree of conservation of the regulatory networks governing gene expression in guard cells between Arabidopsis and soybean (Nguyen et al. 2025). Differences in stomatal regulatory mechanisms between Arabidopsis and tomato are likely related to the early divergence of the two species, 150 Ma (Ku et al. 2000), as compared with the more recent divergence between Arabidopsis and soybean, which occurred nearly 90 Ma (Grant et al. 2000).

Expression of *AtMYB60* in guard cells is modulated by clusters of DOF DNA binding sequences ([A/T]AAAG), located upstream of the ATG start codon (Cominelli et al. 2011). Comparison of the Arabidopsis and tomato *MYB60* putative promoters highlighted the conservation in the distribution of DOF target motifs (Rusconi et al. 2013). It has been proposed that in Arabidopsis, expression of *AtMYB60* in most cell types is inactivated by the binding of one or more transcriptional repressors to its regulatory region (Rusconi et al. 2013). According to this hypothesis, the absence of such repressors in stomata allows binding of transcriptional activators, including the DOF protein STOMATAL CARPENTER1 (SCAP1), which promotes *AtMYB60* expression in guard cells (Negi et al. 2013; Castorina et al. 2016). We speculated that the balance between binding of transcriptional activators and repressors at the *AtMYB60* promoter is altered in *SlMYB60*. Under this hypothesis, the lack of binding sites for repressor proteins in the tomato promoter may favor the binding of transcriptional activators with diverse tissue‐ or cell‐specificity. Depending on the chromatin context, copy number, and tandem rearrangements of the *SlMYB60pro*::*GUS:GFP* insertions, this could result in preferential binding of individual TFs; therefore, conferring diverse GUS patterns as observed in the Arabidopsis transgenic lines (Figure S5). Further studies will be required to identify the *trans*‐ and *cis*‐acting elements that regulate the spatial activity of the *SlMYB60* promoter.

### 4.2 Functional Divergence of AtMYB60 and SlMYB60

Our findings indicated that *SlMYB60* inactivation did not reduce stomatal opening in tomato leaves (Figure 2A,B). One possibility is that other MYBs could compensate for the loss of *SlMYB60* and promote stomatal opening in the *slmyb60CR* lines. Notably, in Arabidopsis, the inactivation of individual MYB functions is sufficient to impair stomatal activity, suggesting a lack of functional redundancy among guard cell‐related *MYBs* (Cominelli et al. 2010). In our RNAseq analysis, we did not detect any deregulation of *MYB* genes potentially involved in regulating stomatal activity, besides *SlMYB60*. It is thus unlikely that other MYBs could compensate for the loss of the tomato *SlMYB60* function and promote stomatal opening in the *slmyb60CR* mutants. We hypothesize that the differing stomatal phenotypes resulting from the inactivation of the tomato and Arabidopsis *MYB60* genes reflect a genuine functional divergence rather than unknown compensatory mechanisms.

Evidence indicates that the Arabidopsis AtMYB60 protein plays a role in regulating oxylipin biosynthesis in guard cells. It has been proposed that AtMYB60 negatively modulates the expression of *lipoxygenase‐2*, *−4*, and *−6* (*LOX2*, *LOX4*, and *LOX6*) to reduce the accumulation of 12‐oxo‐phytodienoic acid (12‐OPDA) and jasmonate (JA), thus promoting stomatal opening (Simeoni et al. 2022). Our transcriptome analysis of wild type and *slmyb60Cr* lines did not uncover any oxylipin‐related gene among the DEGs shared by the edited lines, suggesting a possible divergence in the downstream target genes regulated by AtMYB60 and SlMYB60 (Table S3). Common DEGs between the two *slmyb60Cr* lines included genes associated with cell wall and cuticle synthesis and modification (Figure 4E). The functional classification of the common DEGs highlighted the enrichment of the Biological Process “xyloglucan metabolic process”, related to cell wall features (Figure S7). Xyloglucan is a long‐chain polysaccharide composed of a 1–4‐β‐D‐glucan backbone substituted at regular intervals with 1–6‐β‐D‐xylosyl‐residues and represents the most abundant hemicellulose in primary walls (Zablackis et al. 1995). The crosslinking of xyloglucan to cellulose microfibrils determines the subtle balance between stiffness and extensibility of cell walls, a balance that is crucial for proper stomatal activity. Mutations affecting cellulose deposition or xyloglucan synthesis are known to alter stomatal size and stomatal aperture (Rui and Anderson 2016). In this light, the increased stomatal size and the enhanced stomatal opening observed in the *slmyb60Cr* lines could be associated, at least in part, with defects in xyloglucan metabolism (Figures 2A,B,D and S3A). One hypothesis is that guard cells from the edited lines possess a less rigid cell wall, which is inefficient in counteracting the turgor pressure that inflates stomata, thus resulting in increased stomatal size and stomatal opening.

It is interesting to note that the enhanced stomatal opening observed in epidermal strips from the edited lines did not result in increased stomatal conductance in intact leaves (Figure 2C). A leading cause for the discrepancy between in vitro and in vivo measurements of stomatal activity is the viability of epidermal cells in individual strips (Spence et al. 1983). This issue could be particularly relevant in the *slmyb60Cr* lines, as defects in the cell wall could alter the mechanical interactions between stomata and surrounding epidermal cells, resulting in an exaggerated response in vitro. Transcriptomic analyses also uncovered genes involved in cuticle biogenesis among the differentially expressed genes, suggesting the possible involvement of SlMYB60 in regulating the deposition of the cuticular layer in the tomato leaf (Figure 4E). Interestingly, the expression of cuticle biosynthetic genes (e.g., GDSL esterases/lipases, acyl‐CoA synthetases) was downregulated in the *slmyb60Cr* lines compared with the wild type, whereas genes encoding transporter proteins (e.g., ABC transporters) were upregulated (Figure 4E). It is intriguing to speculate that the reduced biosynthetic activity could trigger a compensatory mechanism to offset the reduced synthesis of cuticle monomers.

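Of the 6 ABC transporter genes of Figure 4E, 5 were higher and 1 lower on average in both edited lines than in the wild type, and 1 of the 5 tested was a DEG in both lines. That gene, Solyc10g085950, rose from 2.25 ± 0.791 TPM in the wild type to 7.13 ± 1.34 in *slmyb60Cr1* and 6.97 ± 1.44 in *slmyb60Cr2* (mean ± SD, 4 libraries each). Its log2 fold changes were 1.66 and 1.63 (standard error 0.24 for both, limma adjusted p = 0.00722 and 0.00481). The pair Solyc05g051530 and Solyc05g051540 had log2 fold changes between 1.20 and 1.34 in the lines. For Solyc05g051540, the mean was 43.6 ± 9.30 TPM in the wild type, 125 ± 73.4 in *slmyb60Cr1* and 109 ± 34.8 in *slmyb60Cr2*, and the difference was past the adjusted p threshold in neither line (limma adjusted p = 0.119 and 0.0848). With the replicate block, Solyc05g051530 and Solyc05g051540 were DEGs in *slmyb60Cr2* only. Solyc06g070950 and Solyc06g070960, with at most 1.37 TPM on average in any genotype, were DEGs in neither line, and replicate 1 of *slmyb60Cr1* lay apart from the others of its line for Solyc06g070950 at 1.40 TPM. The ABC transporter Solyc06g076930, below the TPM limit of the test, fell from 0.303 ± 0.00506 TPM to 0.107 ± 0.0249 and 0.0592 ± 0.0154. Members of this family with similar sequences could have shared reads.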

None of the known MYB TFs involved in cuticle formation appeared to be deregulated in the *slmyb60Cr* lines (Hwang et al. 2025). This evidence could indicate a direct role for *SlMYB60* in controlling the expression of specific cuticle‐related genes and the lack of functional redundancy among cuticle‐related MYBs in tomato.

Consistent with results from the RNAseq experiment, the *slmyb60Cr* lines displayed a higher degree of water loss compared with the wild type, as demonstrated by increased transpiration from detached leaves (Figures 3C and S4) and enhanced cuticle‐dependent leaf permeability (Figure 5A). Cell walls and cuticle are highly integrated, with the latter being tightly anchored to the outer cell wall of epidermal cells (González‐Valenzuela et al. 2023). In correspondence with stomata, the extension of the guard cell wall initiates epidermal structures, known as outer cuticular ledges (OCLs). Proper development of OCLs is required for stomatal activity, as the tilting of their orientation helps the opening and closing of the stomatal pore. In addition, OCLs provide a mechanical barrier that prevents the loss of water when stomata are closed and the entry of water droplets when stomata are open (Zhao and Sack 1999). OCL formation is severely compromised in the above‐mentioned *gpat4 gpat8* double mutant, impaired in cutin synthesis, indicating the relevance of cutin in OCL development (Li et al. 2007). Moreover, mutations affecting OCL formation display larger stomatal size and impaired stomatal activity, compared with the wild type (Hunt et al. 2017). Notably, we observed a significant reduction in the width of OCLs in stomata from the *slmyb60Cr* mutants, on both the abaxial and adaxial leaf epidermis (Figure 5F). The impairment of OCLs formation is conceivable with the cuticular defects observed in the *slmyb60Cr* lines and likely contributes to enhancing stomatal size and stomatal opening in the edited lines. The presence of defective OCLs in the edited lines also indicates that, in addition to a broad role in regulating cell wall and cuticular features in the leaf epidermis, SlMYB60 retains a cell‐specific activity, modulating the formation of cuticular structures in stomata. In conclusion, our work provides novel insights into the diverse functional significance of the MYB60 regulatory network in Arabidopsis and tomato, unravelling unforeseen limitations for the biotechnological exploitation of *SlMYB60* to improve stress resilience in tomato.

## Author Contributions

**Massimo Galbiati** and **Lucio Conti:** conceptualization, writing of initial draft; **Damiano Martignago**, **Aldo Sutti**, and **Sara Colanero:** gRNAs design, plant transformation, analysis of editing events. **Sara Colanero, Elena Baldoni**, and **Diana Gervasoni:** physiological and molecular analyses. **Manuela Maria Rigano**, **Silvana Francesca**, **Alessia Cuccurullo**, and **Alessandro Nicolia:** greenhouse drought experiment. **Beatrice Landoni:** statistical analyses. **Giulia Castorina:** SEM analyses. **Elena Baldoni** and **Raul Pirona:** RNAseq dataset analyses. **Massimo Galbiati** and **Lucio Conti:** supervision and funding acquisition. All authors contributed to the drafts and approved the final manuscript.

## Funding

This study was funded by “European Union‐ Next Generation EU, Mission 4, Component 1 CUP B53D23032000001, project TOLERANT (P20228HKHM)” to MG and LC, and carried out within the and received funding from the European Union Next‐Generation EU (Ministero dell'Università e della Ricerca (PNRR)—MISSIONE 4 COMPONENTE 2, INVESTIMENTO 1.4‐D.D. 1032 17/06/2022, CN00000022). The generation of Crispr lines was supported by a grant from the Italian Ministry of Agriculture (MiPAAF), project BIOTECH‐Cisget, to LC.

## Disclosure

Generative AI statement: No generative AI tools were used in the generation of data, data analysis, or interpretation of the results.

## Supporting information

**Figure S1:** Editing of the tomato SlMYB60 gene. PCR amplification of Slmyb60 (top) and Cas9 (bottom) sequences from independent T0 regenerated tomato plants in either the AC or RS backgrounds. Non‐transformed AC served as the positive control, while “‐” denotes a no‐DNA PCR control. Lines shown in bold were selected for further analysis. The lower panel illustrates the predicted protein products derived from alleles slmyb60Cr1–4. Blue and green boxes represent the R2 and the R3 MYB repeats, respectively.
**Figure S2:** Leaf Temperature (°C) in wild type, slmyb60Cr1, and Cr2 lines, was measured on two different leaves per plant in the morning (10:00 a.m.), midday (2:00 p.m.), and afternoon (5:00 p.m.) with 9, 7, and 8 plants measured for wild type, Cr1, and Cr2 at each timepoint, respectively. Only timepoint had a statistically significant effect on stomatal conductance (*p* < 0.001, Chisq.‐value = 1632.9) but not genotype or their interaction (*p* > 0.05). Large points represent estimated means accompanied by 95% CIs, small points represent raw data.
**Figure S3:** Analysis of stomatal features in the abaxial side of the wild type (RS) and slmyb60Cr1 and ‐Cr2 lines. Stomatal area was assessed for *n* = 147, 112, and 154 stomata for wild type, slmyb60Cr1, and ‐Cr2, respectively. Stomatal density and stomatal index were measured by counting the number of stomata and epidermal cells on the abaxial leaf surface cleared with 80% EtOH. Five leaves were analyzed for each genotype, for a total of 20 images per line, corresponding to an overall area of approximately 5 mm2. Stomatal density was expressed as the number of stomata per mm2 of epidermal surface. Stomatal index was calculated as: (Number of Stomata × 100)/(Number of Epidermal Cells + Number of Stomata). Genotype only had a statistically significant effect on stomatal area (*p* < 0.001, *F* = 12.7), with stomata always larger in mutants than wild type and this difference being statistically significant both for slmyb60Cr1 (*p* < 0.05, *t* = −2.7) and ‐Cr2 (*p* < 0.001, *t* = −5) according to a post hoc test. Large points represent estimated means accompanied by 95% CIs, small points represent raw data.
**Figure S4:** Time course of water loss from excised leaves (*n* = 6 for each genotype‐timepoint combination) in the wild type (AC) and the slmyb60Cr3/4 line, expressed as a percentage of the initial fresh weight at the indicated time points. Genotype (*p* < 0.001, Chisq. = 12.2), timepoint (*p* < 0.001, Chisq. = 507.4), and their interaction (*p* < 0.01, Chisq. = 18.2) all had a statistically significant effect. Estimated means of mutants were lower than wild type at all timepoints analyzed, and a post hoc test showed that this difference was statistically significant at 24 (*p* < 0.001, *t* = 4.7) and 48 h (*p* < 0.001, *t* = 3.7). Large points represent estimated means accompanied by 95% CIs, small points represent raw data.
**Figure S5:** GUS expression patterns in seedlings harboring the SlMYB60pro:GUS:GFP construct. GUS assay was performed on 15‐day‐old plants. The table reports a summary of different GUS profiles observed in independent lines. −, no GUS signal; +, weak GUS signal; ++, moderate GUS signal; +++, strong GUS signal; Ep, epidermis; trich., trichomes; VASC, vasculature; GC, guard cells.
**Figure S6:** Snapshot of the Integrative Genome Viewer window software representing the mapped reads on the Slmyb60 gene (ITAG 4.0 reference) in wild type, slmyb60Cr1, and ‐Cr2 lines. Differences in spliced reads, indicated by blue (forward reads) and red (reverse reads) arcs, between the wild type and the mutants show different gene structure in the same way as exons reads coverage. At the bottom, the gene structure of Slmyb60 is shown with boxes representing the exons and line the introns. Arrows indicate the gene direction on chromosome.
**Figure S7:** Heatmap of the common DEGs between the two mutant lines. Numbers 1 to 4 represent the biological replicates. The colored scale represents the normalized expression value. At the bottom, the top‐down hierarchical graphical result of the significant gene ontology term found in the common DEGs performed on AgriGOv2 website.
**Figure S8:** Histogram of TFs present in the tomato genome reference ITAG4.0 (light blue) and the TFs found to be possibly involved in common DEGs transcriptional regulation (dark blue).
**Figure 9:** Chlorophyll leaching assay in leaves excised from wild type AC and slmyb603/4 edited plants, with *n* = 10 leaves sampled for each genotype‐timepoint combination. Genotype (*p* < 0.001, Chisq. = 30), timepoint (*p* < 0.001, Chisq. = 4296), and their interaction (*p* < 0.001, Chisq. = 90.6) all had a statistically significant effect. Chlorophyll leaching was always estimated as higher in mutants than wild type, and a post hoc showed these differences to be statistically significant at all timepoints (*p* < 0.05) except the last one. Large points represent estimated means accompanied by 95% CIs, small points represent raw data.
**Figure S10:** TB staining of wild type and slmyb60CR lines. Increased staining of the slmyb60Cr1 and −2 (A) or of the slmyb603/4 line (B) compared with the respective wild type plants (RS or AC) indicated altered permeability of the cuticle layer. Scale bar: 1 mm. (C) Quantification of the TB staining. Asterisks indicate significant differences compared with the wild type (ANOVA, *p* < 0.001).
**Figure S11:** SEM micrographs of epicuticular wax layer. Pavement cells (A) and non‐glandular trichomes (B) on the abaxial and adaxial side of the fully expanded third leaf (terminal leaflet) have been analysed in Ailsa Craig (AC) and Red setter (RS) wild‐type (WT) background, slmyb60Cr3/4, slmyb60Cr1 and slmyb60Cr2 edited plants. White arrowheads point to cuticle papilla on trichomes (B). Scale bars correspond to 5 μm in the micrographs of trichomes, and to 1 μm for the epidermis.
**Figure S12:** SEM micrographs of the stomatal outer cuticular ledges (OCLs) in the wild type (AC, RS) and in the slmyb60Cr3/4 and slmyb60Cr1 edited lines. Red lines indicate the thickness of OCLs on the abaxial and adaxial side of fully expanded third leaves (terminal leaflets). Scale bars correspond to 5 μm.
**Table S1:** List of guideRNAs and primers used in the study.
**Table S2:** Sequencing and mapping data. Total reads refer to the raw sequening output. Filtered reads refers to the number of reads after trimming. Salmon targets refer tothe number of transcripts used in the Salmon pipeline.
**Table S3:** List of common differentiallyexpressedgenes (DEGs) in the slmyb60Cr1and slmyb60Cr2lines comparedwith the wild type.

## Data Availability

The data that support the findings of this study are openly available in GEO at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE319218.

# Supplementary material for: Editing of SlMYB60 Reveals a Role in Cuticle Formation in Tomato
**Source:** Physiol Plant. 2026 May 10;178:e70922. doi: 10.1111/ppl.70922
**Supplement:** Supplementary file 1 — Figure S1: Editing of the tomato SlMYB60 gene. PCR amplification of Slmyb60 (top) and Cas9 (bottom) sequences from independent T0 regenerated tomato plants in either the AC or RS backgrounds. Non‐transformed AC served as the positive control, while “‐” denotes a no‐DNA PCR control. Lines shown in bold were selected for further analysis. The lower panel illustrates the predicted protein products derived from alleles slmyb60Cr1–4. Blue and green boxes represent the R2 and the R3 MYB repeats, respectively. Figure S2: Leaf Temperature (°C) in wild type, slmyb60Cr1, and Cr2 lines, was measured on two different leaves per plant in the morning (10:00 a.m.), midday (2:00 p.m.), and afternoon (5:00 p.m.) with 9, 7, and 8 plants measured for wild type, Cr1, and Cr2 at each timepoint, respectively. Only timepoint had a statistically significant effect on stomatal conductance (p < 0.001, Chisq.‐value = 1632.9) but not genotype or their interaction (p > 0.05). Large points represent estimated means accompanied by 95% CIs, small points represent raw data. Figure S3: Analysis of stomatal features in the abaxial side of the wild type (RS) and slmyb60Cr1 and ‐Cr2 lines. Stomatal area was assessed for n = 147, 112, and 154 stomata for wild type, slmyb60Cr1, and ‐Cr2, respectively. Stomatal density and stomatal index were measured by counting the number of stomata and epidermal cells on the abaxial leaf surface cleared with 80% EtOH. Five leaves were analyzed for each genotype, for a total of 20 images per line, corresponding to an overall area of approximately 5 mm2. Stomatal density was expressed as the number of stomata per mm2 of epidermal surface. Stomatal index was calculated as: (Number of Stomata × 100)/(Number of Epidermal Cells + Number of Stomata). Genotype only had a statistically significant effect on stomatal area (p < 0.001, F = 12.7), with stomata always larger in mutants than wild type and this difference being statistically significant both for slmyb60Cr1 (p < 0.05,

## Supporting Information

### Editing of *SlMYB60* reveals a role in cuticle formation in tomato

Sara Colanero, Beatrice Landoni, Giulia Castorina, Diana Gervasoni, Manuela Maria Rigano, Silvana Francesca, Alessia Cuccurullo, Alessandro Nicolia, Aldo Sutti, Elena Baldoni, Raul Pirona, Damiano Martignago, Lucio Conti, Massimo Galbiati.

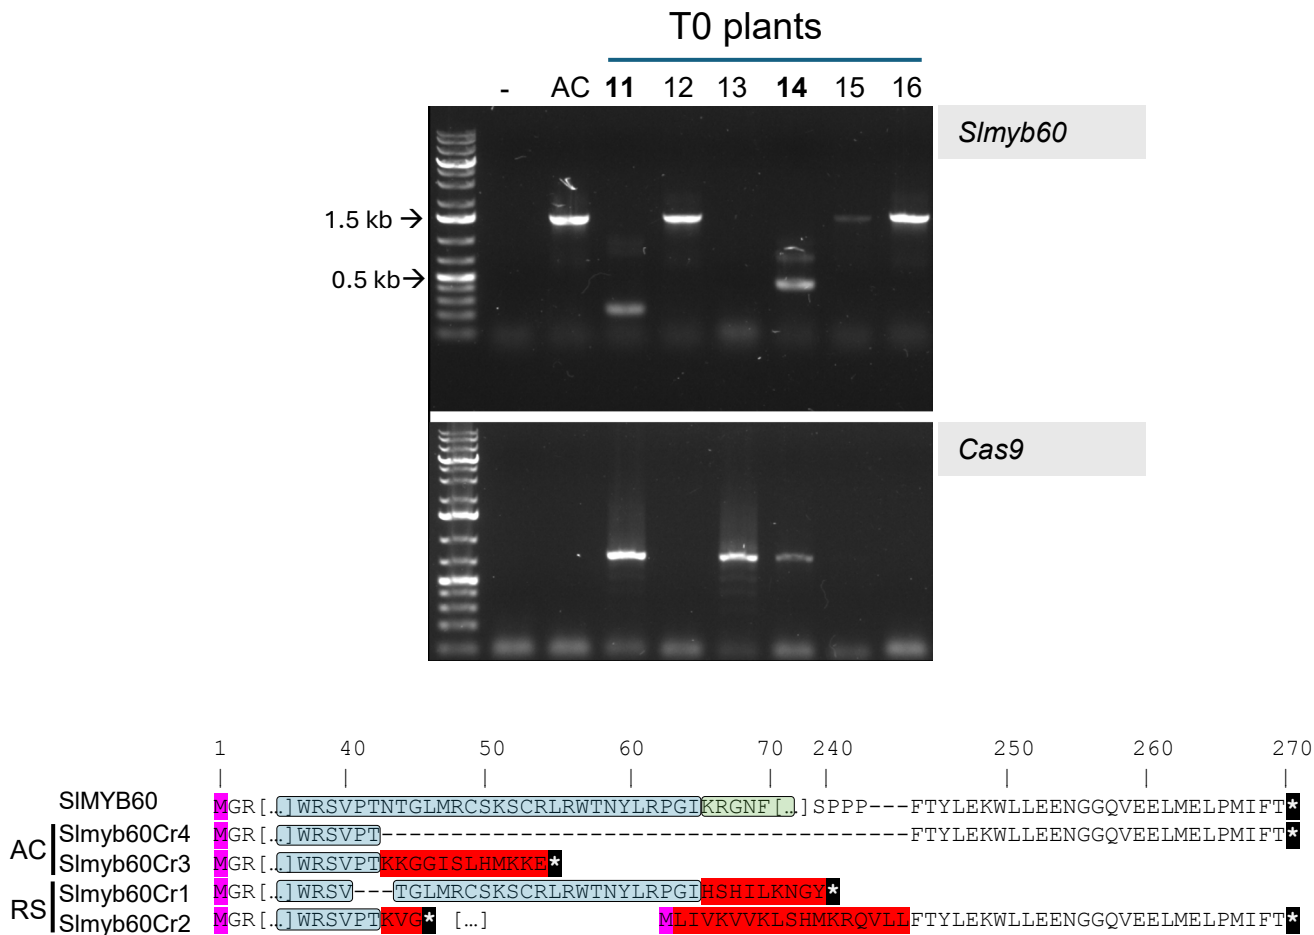

**SUPPLEMENTARY FIGURE 1: Editing of the tomato *SIMYB60* gene.** PCR amplification of *Slmyb60* (top) and *Cas9* (bottom) sequences from independent T0 regenerated tomato plants in either the AC or RS backgrounds. Non-transformed AC served as the positive control, while “-” denotes a no-DNA PCR control. Lines shown in bold were selected for further analysis. The lower panel illustrates the predicted protein products derived from alleles *slmyb60Cr1–4*. Blue and green boxes represent the R2 and the R3 MYB repeats, respectively.

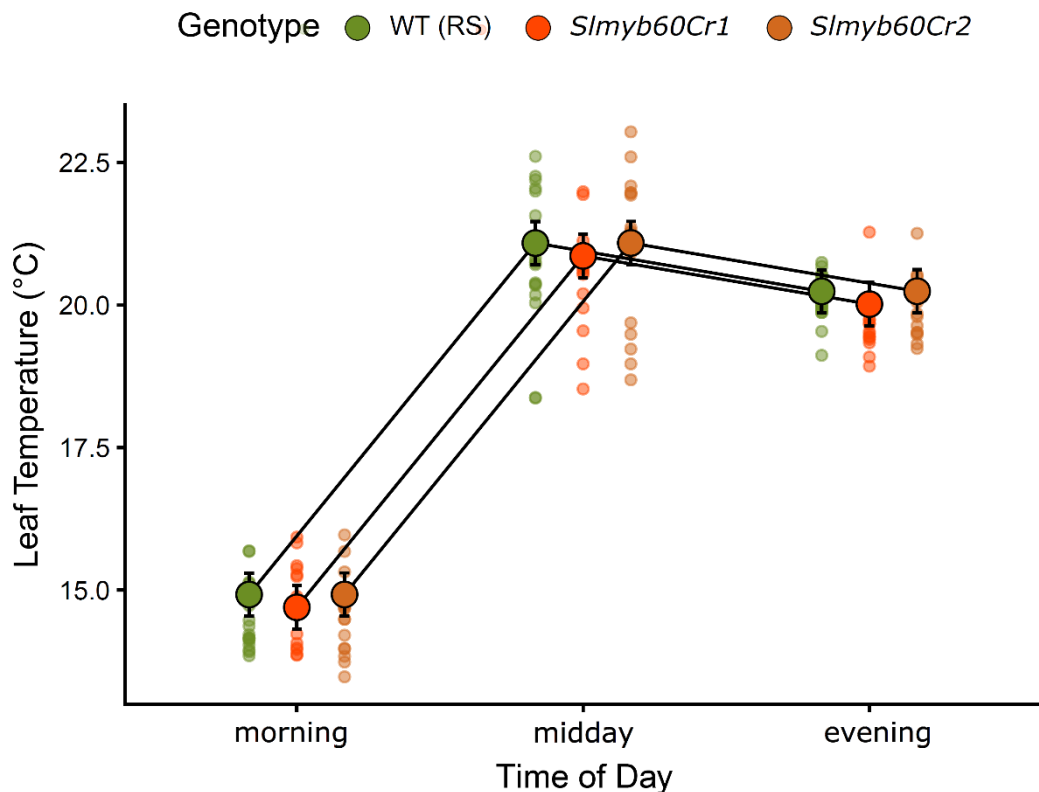

SUPPLEMENTARY FIGURE 2: Leaf Temperature (°C) in wild type, *slmyb60Cr1*, and *Cr2* lines, was measured on two different leaves per plant in the morning (10:00 a.m.), midday (2:00 p.m.), and afternoon (5:00 p.m.) with 9, 7, and 8 plants measured for wild type, *Cr1*, and *Cr2* at each timepoint, respectively. Only timepoint had a statistically significant effect on stomatal conductance ( $p < 0.001$ , Chisq.-value =1632.9) but not genotype or their interaction ( $p > 0.05$ ). Large points represent estimated means accompanied by 95% CIs, small points represent raw data.

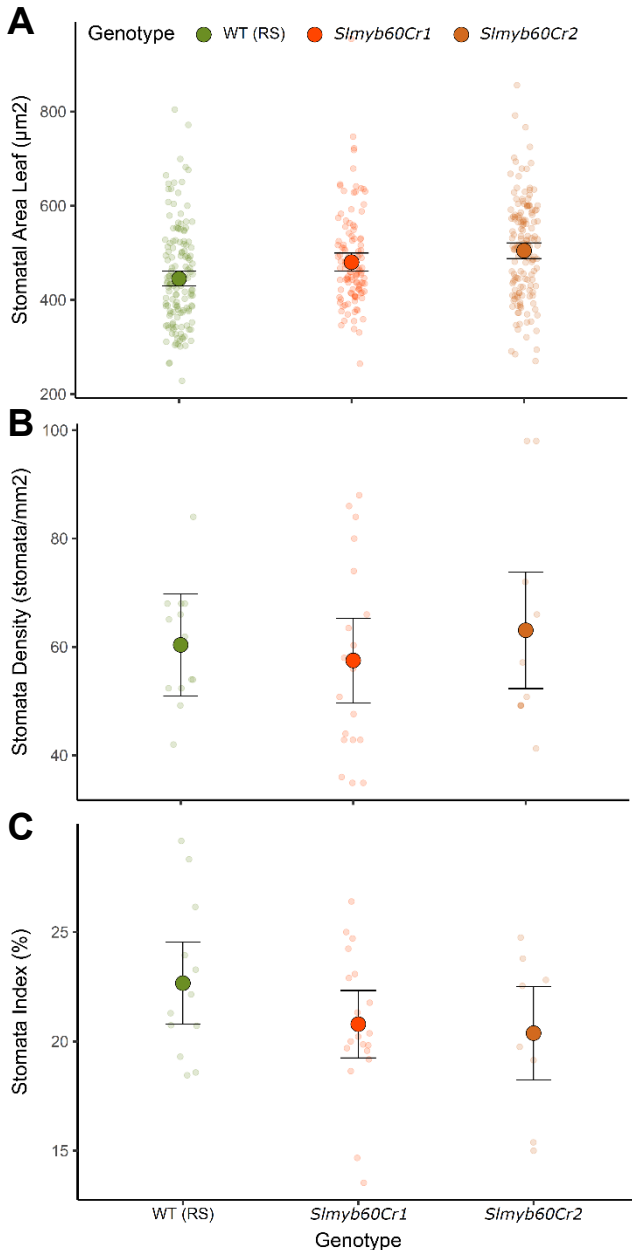

**SUPPLEMENTARY FIGURE 3:** Analysis of stomatal features in the abaxial side of the wild type (RS) and *slmyb60Cr1* and *-Cr2* lines. Stomatal area was assessed for  $n = 147$ ,  $112$ , and  $154$  stomata for wild type, *slmyb60Cr1*, and *-Cr2*, respectively. Stomatal density and stomatal index were measured by counting the number of stomata and epidermal cells on the abaxial leaf surface cleared with 80% EtOH. Five leaves were analyzed for each genotype, for a total of 20 images per line, corresponding to an overall area of approximately 5  $\text{mm}^2$ . Stomatal density was expressed as the number of stomata per  $\text{mm}^2$  of epidermal surface. Stomatal index was calculated as:  $(\text{Number of Stomata} \times 100) / (\text{Number of Epidermal Cells} + \text{Number of Stomata})$ . Genotype only had a statistically significant effect on stomatal area ( $p < 0.001$ ,  $F = 12.7$ ), with stomata always larger in mutants than wild type and this difference being statistically significant both for *slmyb60Cr1* ( $p < 0.05$ ,  $t = -2.7$ ) and *-Cr2* ( $p < 0.001$ ,  $t = -5$ ) according to a post-hoc test. Large points represent estimated means accompanied by 95% CIs, small points represent raw data.

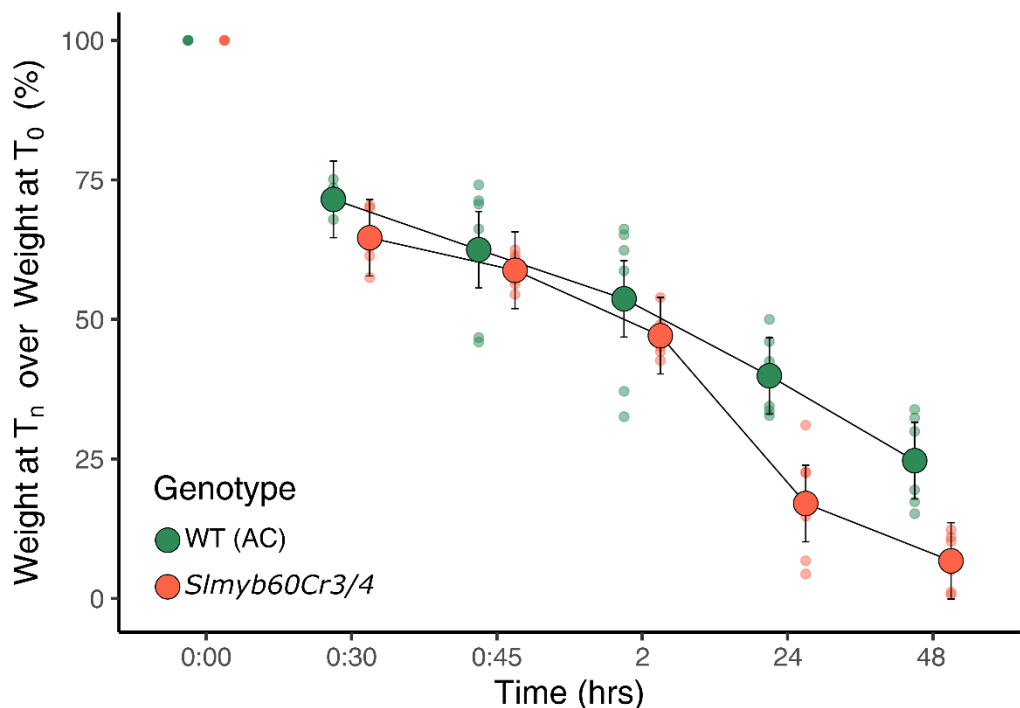

SUPPLEMENTARY FIGURE 4: Time course of water loss from excised leaves ( $n = 6$  for each genotype-timepoint combination) in the wild type (AC) and the *slmyb60Cr3/4* line, expressed as a percentage of the initial fresh weight at the indicated time points. Genotype ( $p < 0.001$ , Chisq. = 12.2), timepoint ( $p < 0.001$ , Chisq. = 507.4), and their interaction ( $p < 0.01$ , Chisq. = 18.2) all had a statistically significant effect. Estimated means of mutants were lower than wild type at all timepoints analyzed, and a post-hoc test showed that this difference was statistically significant at 24 ( $p < 0.001$ ,  $t = 4.7$ ) and 48 hr ( $p < 0.001$ ,  $t = 3.7$ ). Large points represent estimated means accompanied by 95% CIs, small points represent raw data.

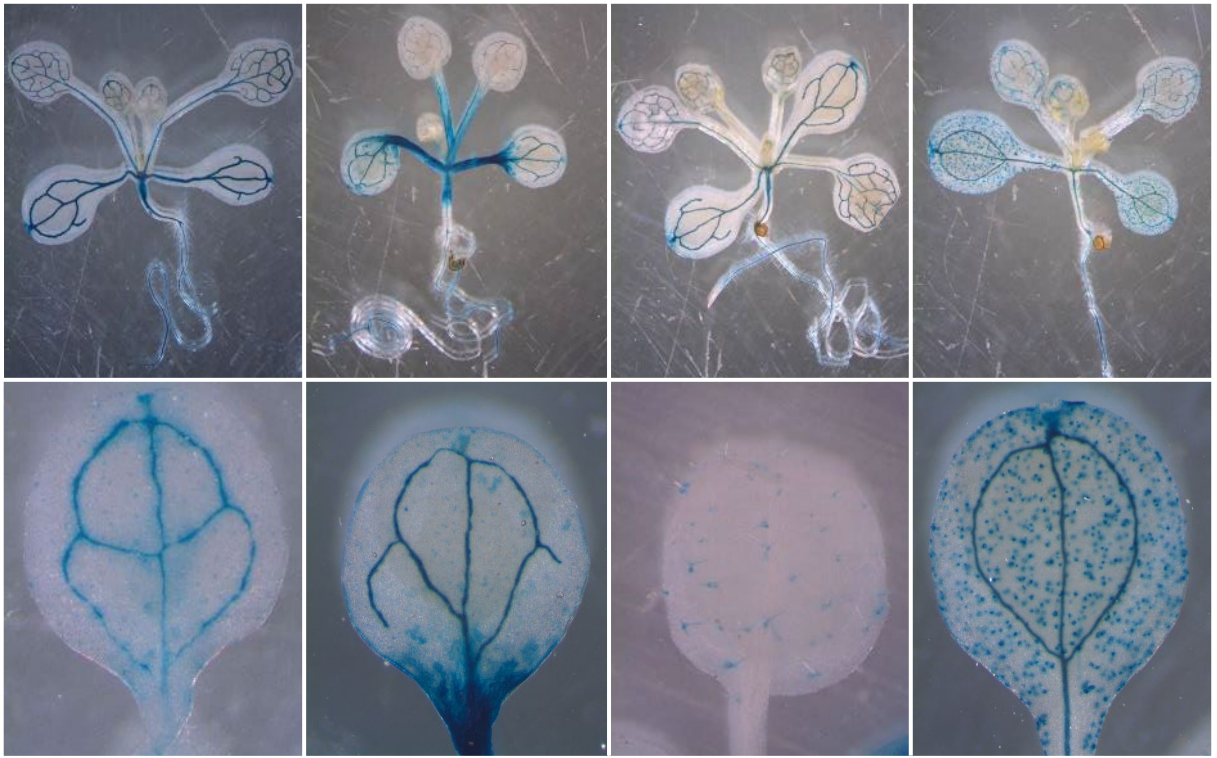

| line | cotyledons |       |     | leaves |       |        |     | roots |       |
|------|------------|-------|-----|--------|-------|--------|-----|-------|-------|
|      | Ep.        | Vasc. | GCs | Ep.    | Vasc. | Trich. | GCs | Ep.   | Vasc. |
| 1    | +++        | +++   | -   | +      | ++    | ++     | -   | -     | +++   |
| 2    | +++        | +++   | ++  | +      | +++   | -      | +   | -     | +++   |
| 3    | ++         | +++   | ++  | -      | +     | -      | +   | -     | +++   |
| 4    | +++        | +++   | -   | +      | ++    | ++     | -   | -     | +++   |
| 5    | ++         | +++   | -   | +      | ++    | ++     | -   | -     | +++   |
| 6    | -          | +++   | -   | -      | +++   | -      | -   | -     | +++   |
| 7    | -          | +++   | -   | -      | +++   | +++    | -   | ++    | +++   |
| 8    | +          | ++    | -   | -      | ++    | +      | -   | -     | ++    |
| 9    | ++         | +++   | -   | +      | ++    | ++     | -   | -     | +++   |
| 10   | +++        | +++   | -   | +      | ++    | +      | -   | -     | +++   |

SUPPLEMENTARY FIGURE 5: GUS expression patterns in seedlings harbouring the *SIMYB60pro:GUS:GFP* construct. GUS assay was performed on 15-day-old plants. The table reports a summary of different GUS profiles observed in independent lines. Ep, epidermis; VASC, vasculature; GC, guard cells; trich., trichomes. +++, strong GUS signal; ++, moderate GUS signal; +, weak GUS signal; -, no GUS signal.

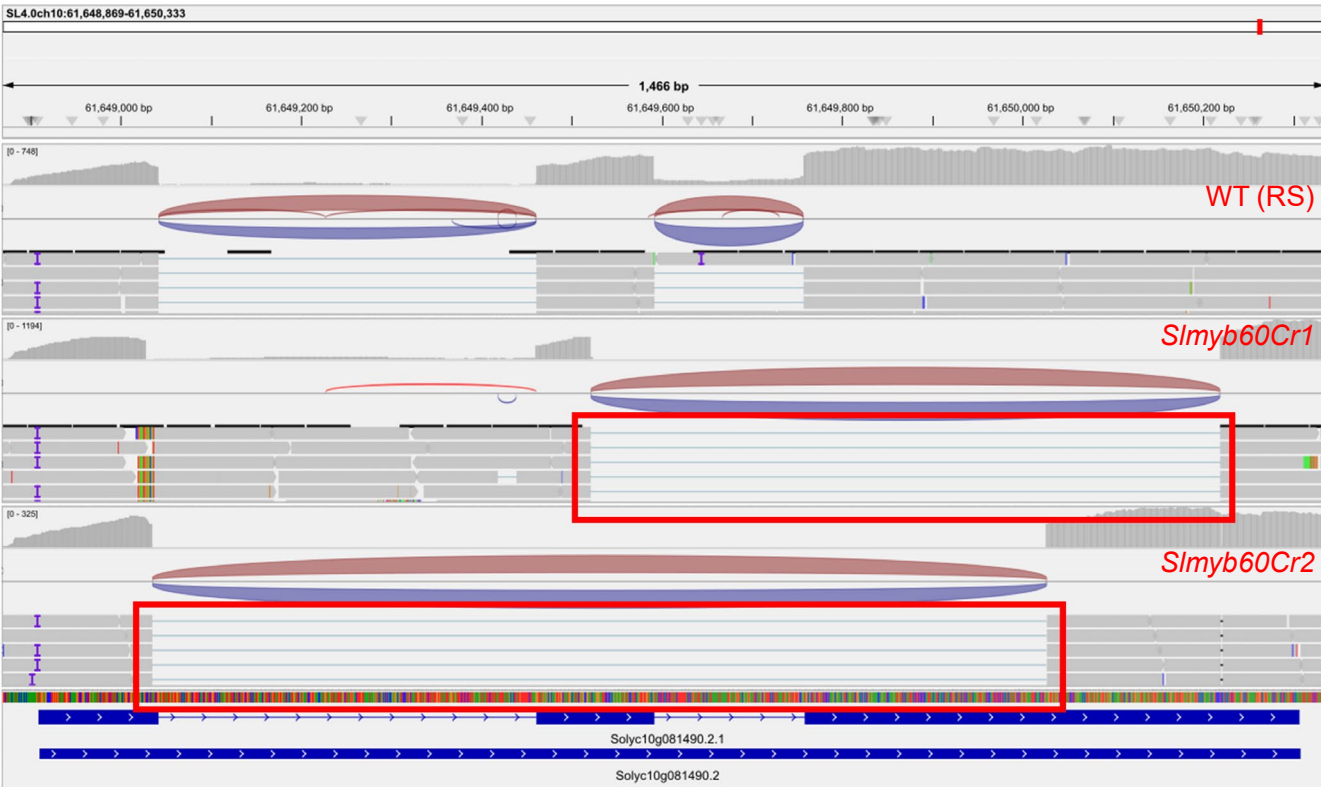

SUPPLEMENTARY FIGURE 6: Snapshot of the Integrative Genome Viewer window software representing the mapped reads on the *Slmyb60* gene (ITAG 4.0 reference) in wild type, *slmyb60Cr1*, and *-Cr2* lines. Differences in spliced reads, indicated by blue (forward reads) and red (reverse reads) arcs, between the wild type and the mutants show different gene structure in the same way as exons reads coverage. At the bottom, the gene structure of *Slmyb60* is shown with boxes representing the exons and line the introns. Arrows indicate the gene direction on chromosome.

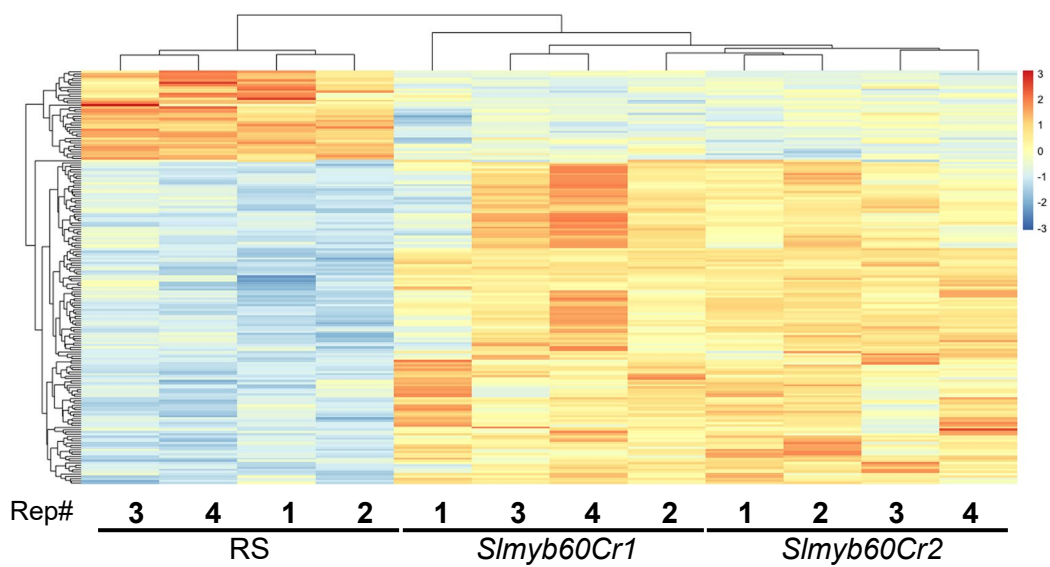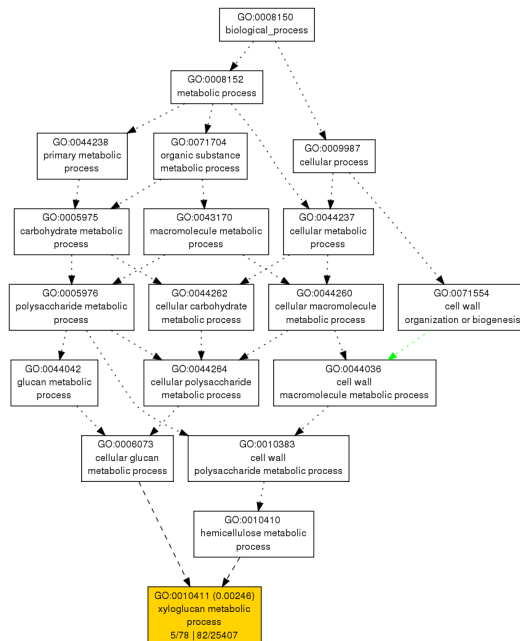

Significance levels and arrow type diagram

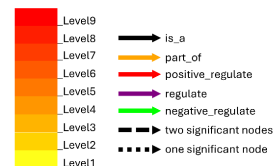

SUPPLEMENTARY FIGURE 7: Heatmap of the common DEGs between the two mutant lines. Numbers 1 to 4 represent the biological replicates. The coloured scale represents the normalized expression value. At the bottom, the top-down hierarchical graphical result of the significant gene ontology term found in the common DEGs performed on AgriGOv2 website.

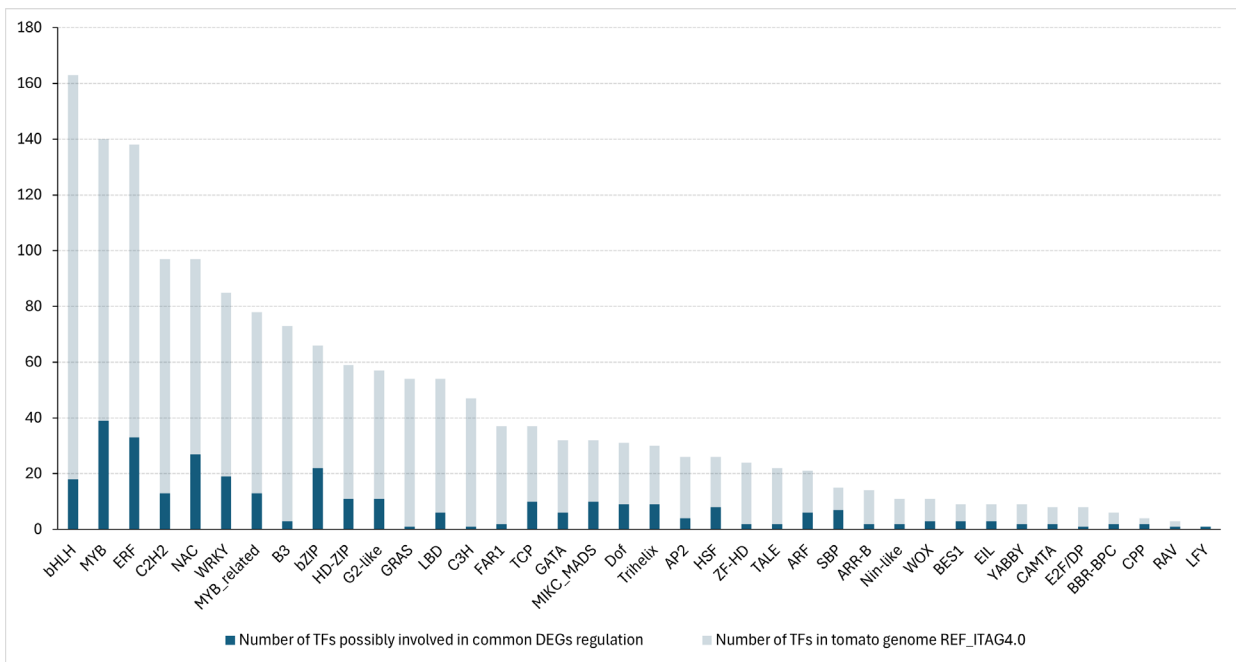

SUPPLEMENTARY FIGURE 8: Histogram of TFs present in the tomato genome reference ITAG4.0 (light blue) and the TFs found to be possibly involved in common DEGs transcriptional regulation (dark blue).

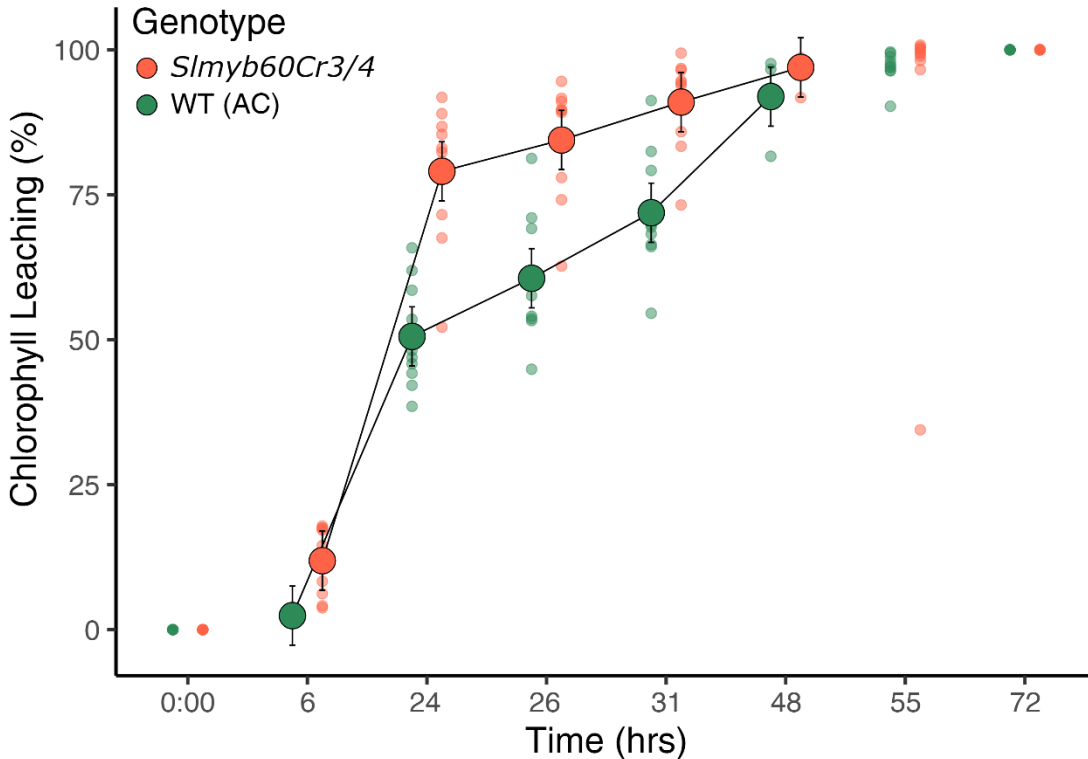

SUPPLEMENTARY FIGURE 9: Chlorophyll leaching assay in leaves excised from wild type AC and *slmyb603/4* edited plants, with  $n = 10$  leaves sampled for each genotype-timepoint combination. Genotype ( $p < 0.001$ , Chisq. = 30), timepoint ( $p < 0.001$ , Chisq. = 4296), and their interaction ( $p < 0.001$ , Chisq. = 90.6) all had a statistically significant effect. Chlorophyll leaching was always estimated as higher in mutants than wild type, and a post-hoc showed these differences to be statistically significant at all timepoints ( $p < 0.05$ ) except the last one. Large points represent estimated means accompanied by 95% CIs, small points represent raw data.

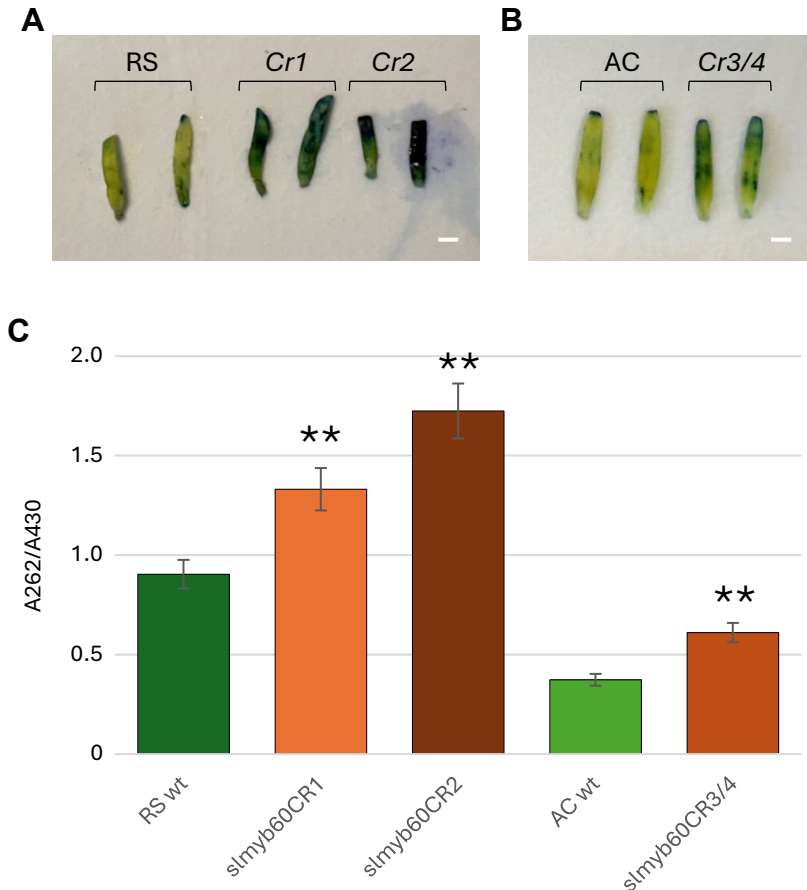

SUPPLEMENTARY FIGURE 10: TB staining of wild type and *slmyb60CR* lines. Increased staining of the *slmyb60CR1* and -2 (A) or of the *slmyb60CR3/4* line (B) compared with the respective wild type plants (RS or AC) indicated altered permeability of the cuticle layer. Scale bar: 1 mm. (C) Quantification of the TB staining. Asterisks indicate significant differences compared with the wild type (ANOVA,  $p < 0.001$ ).

**A****WT (AC)*****Slmyb60Cr3/4*****WT (RS)*****Slmyb60Cr1******Slmyb60Cr2***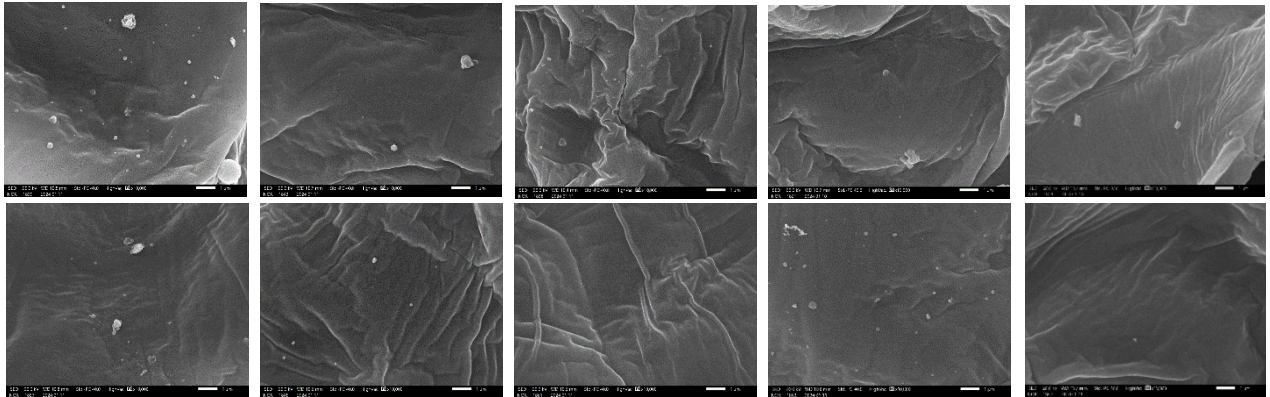**B****WT (AC)*****Slmyb60Cr3/4*****WT (RS)*****Slmyb60Cr1******Slmyb60Cr2***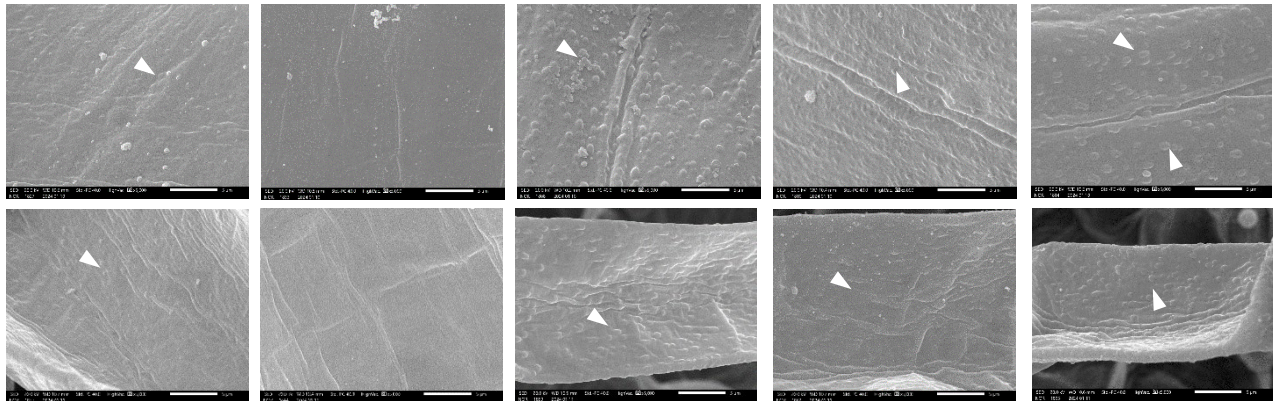

**SUPPLEMENTARY FIGURE 11:** SEM micrographs of epicuticular wax layer. Pavement cells (A) and non-glandular trichomes (B) on the abaxial and adaxial side of the fully expanded third leaf (terminal leaflet) have been analysed in Ailsa Craig (AC) and Red setter (RS) wild-type (WT) background, *slmyb60Cr3/4*, *slmyb60Cr1* and *slmyb60Cr2* edited plants. White arrowheads point to cuticle papilla on trichomes (B). Scale bars correspond to 5 µm in the micrographs of trichomes, and to 1 µm for the epidermis.

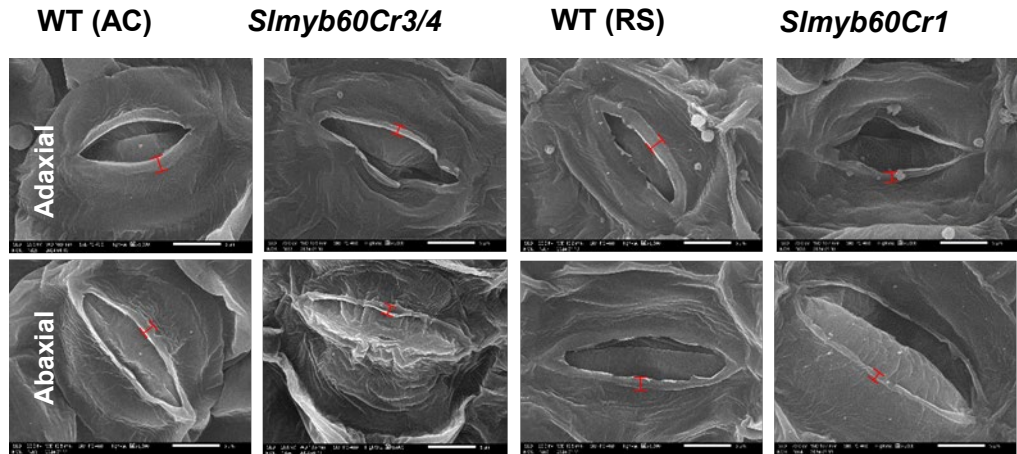

SUPPLEMENTARY FIGURE 12: SEM micrographs of the stomatal outer cuticular ledges (OCLs) in the wild type (AC, RS) and in the *slmyb60Cr3/4* and *slmyb60Cr1* edited lines. Red lines indicate the thickness of OCLs) on the abaxial and adaxial side of fully expanded third leaves (terminal leaflets). Scale bars correspond to 5  $\mu\text{m}$ .

SUPPLEMENTARY TABLE 1: List of guideRNAs and primers used in the study.

| CODE      | SEQUENCE (5'- 3')                       | Target                                       | USE                                                   |
|-----------|-----------------------------------------|----------------------------------------------|-------------------------------------------------------|
| sg1       | AAGTTATATCTGATGTATGG                    | Guide RNA 1                                  | Gene editing                                          |
| sg2       | TCAGTCCCTACTAATACTGG                    | Guide RNA 2                                  | Gene editing                                          |
| sg3       | GAGGCCAGGAATCAAAAGGG                    | Guide RNA 3                                  | Gene editing                                          |
| sg4       | TGAGGCCAGGAATCAAAAGG                    | Guide RNA 4                                  | Gene editing                                          |
| sk3       | ATGGGGAGGCCACCTTGTT                     | <i>SIMYB60</i>                               | Sequencing <i>SIMYB60</i>                             |
| sk4       | TTATGTGAATATCATTGGAAGTTCCAT<br>GAG      | <i>SIMYB60</i>                               | Sequencing <i>SIMYB60</i>                             |
| sk18      | CTAGAAGTAGTCAAGGCGGC                    | CmYLCV - TC320                               | Sequencing plasmid pDIRECT22C                         |
| sk32      | GGAACCCTAATTCCCTTATCTGG                 | CmYLCV -TC089R                               | Sequencing plasmid pDIRECT22C                         |
| sk46      | AGCTCGGTGGTGATTCAAGG                    | Cas9 pDIRECT22C                              | with Sk32 Cas9 presence/absence in transformed tomato |
| sk47      | CGTAGGACGTACGCCAATAGA                   | <i>SIMYB60</i>                               | Genotyping                                            |
| sk48      | TCGTCCAGATCCTGTCATCA                    | <i>SIMYB60</i>                               | Genotyping                                            |
| SIMYB60F1 | AAAAAGCAGGCTTGCTACAGTTACCA<br>TTTATT    | <i>SIMYB60<sub>pro</sub></i> with Attb1 site | Cloning <i>SIMYB60</i> promoter                       |
| SIMYB60R1 | AGAAAGCTGGGTGTGTGTGTTATTT<br>GTTGTA     | <i>SIMYB60<sub>pro</sub></i> with Attb2 site | Cloning <i>SIMYB60</i> promoter                       |
| p60GTWF1  | TATAGAAAAGTTGCACAAGGACACAA<br>GGACATAT  | <i>AtMYB60<sub>pro</sub></i> with Attb1 site | Cloning <i>AtMYB60</i> promoter                       |
| p60GTWR1  | TTTTGTACAACTTGTCTCTCCTCTA<br>GATCTCTCTG | <i>AtMYB60<sub>pro</sub></i> with Attb2 site | Cloning <i>AtMYB60</i> promoter                       |

SUPPLEMENTARY TABLE 2: Sequencing and mapping data. Total reads refer to the raw sequencing output. Filtered reads refers to the number of reads after trimming. Salmon targets refer to the number of transcripts used in the Salmon pipeline.

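The table gives, for each of the 12 libraries, the raw reads, the GC content, the number of transcripts in the Salmon index and the share of reads that Salmon assigned to them. In all 12 libraries, the filtered reads divided by the total reads equal the mapping rate listed beside them, with a largest difference of 0.0064 percentage points. The mapping rate lay between 84.35% and 85.96% in the wild type libraries, between 83.65% and 84.48% in *slmyb60Cr1* and between 82.81% and 84.14% in *slmyb60Cr2*. The Salmon index held 33989 transcripts, 13 more than the 33976 genes of the deposited table.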

| Sample   | Total reads | Data (Gbp) | Q20(%) | Q30(%) | GC(%) | Salmon Targets | Filtered reads | mapping rate (%) |
|----------|-------------|------------|--------|--------|-------|----------------|----------------|------------------|
| WT_rep1  | 46913988    | 14.05      | 99.71  | 98.39  | 42.59 | 33989          | 39725091       | 84.67            |
| WT_rep2  | 41110387    | 12.31      | 99.7   | 98.32  | 42.8  | 33989          | 35338495       | 85.96            |
| WT_rep3  | 53145249    | 15.92      | 99.67  | 98.18  | 42.51 | 33989          | 45185791       | 85.02            |
| WT_rep4  | 47764149    | 14.3       | 99.67  | 98.17  | 42.43 | 33989          | 40288869       | 84.35            |
| Cr1_rep1 | 46109832    | 13.81      | 99.69  | 98.25  | 42.38 | 33989          | 38898539       | 84.36            |
| Cr1_rep2 | 41311386    | 12.37      | 99.69  | 98.28  | 42.28 | 33989          | 34558270       | 83.65            |
| Cr1_rep3 | 43645276    | 13.07      | 99.68  | 98.25  | 42.41 | 33989          | 36870969       | 84.48            |
| Cr1_rep4 | 44708587    | 13.38      | 99.68  | 98.22  | 42.31 | 33989          | 37542771       | 83.97            |
| Cr2_rep1 | 47473068    | 14.2       | 99.68  | 98.25  | 42.29 | 33989          | 39659063       | 83.54            |
| Cr2_rep2 | 44093855    | 13.2       | 99.7   | 98.32  | 42.21 | 33989          | 36516063       | 82.81            |
| Cr2_rep3 | 41436710    | 12.41      | 99.7   | 98.37  | 42.37 | 33989          | 34866030       | 84.14            |
| Cr2_rep4 | 45132266    | 13.52      | 99.66  | 98.11  | 42.26 | 33989          | 37859560       | 83.88            |

**SUPPLEMENTARY TABLE 3: List of common differentially expressed genes (DEGs) in the *slmyb60Cr1* and *slmyb60Cr2* lines compared with the wild type.**

# SUPPLEMENTARY TABLE 2: continue.

SUPPLEMENTARY Table 2: continue.

|                   |        |        |           |           |                                                                                                                     |
|-------------------|--------|--------|-----------|-----------|---------------------------------------------------------------------------------------------------------------------|
| Solyc02g088320.4  | -1.073 | -1.605 | 0.0122347 | 3.99E-05  | Protein ENHANCED DISEASE RESISTANCE 2-like (ABRD V3.3 *** A0A1E153X0_NCCCA)                                         |
| Solyc02g077590.1  | -1.093 | -1.595 | 0.0403396 | 3.44E-07  | Homeobox leucine zipper-like protein (ABRD V3.3 ** Q8HRT1_PICGL)                                                    |
| Solyc12g035190.2  | -1.201 | -1.002 | 0.0003966 | 7.57E-05  | Anthranilate phosphoribosyltransferase (ABRD V3.3 *** A0A2U1N166_ARTAN)                                             |
| Solyc01g094750.4  | -1.225 | -1.306 | 0.0003711 | 2.67E-10  | Cytoschrome P450 (ABRD V3.3 *** A0A2U1NC86_ARTAN)                                                                   |
| Solyc06g008560.2  | -1.231 | -1.244 | 0.0009739 | 0.0001044 | ternary complex factor MP1 leucine zipper protein (Protein of unknown function)2C.DL6547 (ABRD V3.3 *** A2CG6490.1) |
| Solyc09g010510.4  | -1.283 | -1.069 | 0.0001754 | 0.0015476 | NAD(P)-binding Rossmann-fold superfamily protein (ABRD V3.3 *** A0A2U1QM60_ARTAN)                                   |
| Solyc11g006230.3  | -1.315 | -1.152 | 0.0013544 | 1.79E-06  | GRI1-stimulating factor 1 (ABRD V3.3 ** A0A2G2M7_CAPAN)                                                             |
| Solyc09g008760.1  | -1.367 | -1.773 | 0.0013469 | 2.92E-06  | VQ motif-containing protein 29 (ABRD V3.3 *** A0A2G3BN0_CAPCH)                                                      |
| Solyc03g120920.1  | -1.381 | -2.400 | 1.017E-08 | 3.04E-18  | DLF1677 domain-containing protein (ABRD V3.3 *** A0A1Q8DB4_CEPPO)                                                   |
| Solyc06g071500.3  | -1.438 | -1.384 | 2.415E-10 | 3.53E-14  | Bovine transporter 1 (ABRD V3.3 *** A0A2G2WM6_CAPBA)                                                                |
| Solyc06g076930.2  | -1.467 | -2.325 | 2.592E-05 | 1.47E-10  | ABC transporter-like (ABRD V3.3 *** A0A200PW6_9MKN)                                                                 |
| Solyc07g06180.2   | -1.548 | -1.136 | 5.495E-09 | 1.98E-21  | P-loop containing nucleoside triphosphate hydrolases superfamily protein (ABRD V3.3 *** A2SG6220.2)                 |
| Solyc06g053730.1  | -1.591 | -1.876 | 1.67E-12  | 3.16E-30  | Serine/threonine-protein kinase BLS1 (ABRD V3.3 *** A0A2G3C6N8_CAPCH)                                               |
| Solyc05g007010.3  | -1.718 | -1.672 | 7.294E-06 | 7.64E-08  | Glyoxal oxidase (ABRD V3.3 *** A0A200PQ20_9MKN)                                                                     |
| Solyc06g009770.1  | -1.721 | -1.432 | 0.000215  | 2.09E-05  | hypothetical protein (ABRD V3.3 *** A2G62650.2)                                                                     |
| Solyc09g09090.2   | -1.812 | -2.242 | 0.0002061 | 0.0002185 | Phosphoenolpyruvate carboxylase kinase 1 (ABRD V3.3 *** A0A2G2XZPS_CAPAN)                                           |
| Solyc06g062460.3  | -1.976 | -1.310 | 3.242E-07 | 0.0053093 | bHLH transcription factor136                                                                                        |
| Solyc04g007000.2  | -2.056 | -1.838 | 1.828E-06 | 1.06E-05  | AP2/B3 transcription factor family protein (ABRD V3.3 *** A0A2U1MEM6_ARTAN)                                         |
| Solyc12g036470.2  | -2.102 | -1.100 | 2.415E-12 | 0.0029879 | bHLH transcription factor071                                                                                        |
| Solyc05g052680.1  | -2.124 | -1.939 | 1.241E-11 | 1.56E-08  | HCOX-type acyl-transferase family protein (ABRD V3.3 *** V5PZNS_9CAR3)                                              |
| Solyc11g006710.2  | -2.236 | -2.353 | 0.0063351 | 7.84E-06  | Cationic amino acid transporter (ABRD V3.3 *** SRDTC6_9LAM)                                                         |
| Solyc02g0663140.4 | -2.243 | -2.623 | 2.824E-07 | 6.73E-09  | 3-ketoacyl-CoA synthase (ABRD V3.3 *** A0A2G3DIW0_CAPCH)                                                            |
| Solyc11g032050.2  | -2.363 | -1.970 | 1.205E-05 | 2.67E-05  | CDL esterase/lipase (ABRD V3.3 *** A0A2G3CP09_CAPCH)                                                                |
| Solyc09g008750.1  | -2.399 | -1.367 | 8.017E-14 | 4.55E-06  | VQ motif-containing protein 29 (ABRD V3.3 *** A0A2G2VX00_CAPBA)                                                     |
| Solyc10g018190.2  | -2.690 | -4.673 | 0.000139  | 5.28E-10  | 2-oxoglutarate (COX) and Fe(II)-dependent oxygenase superfamily protein (ABRD V3.3 *** A0A2U1N861_ARTAN)            |
| Solyc11g005980.3  | -2.716 | -2.341 | 0.0002991 | 0.0021674 | Callose synthase (ABRD V3.3 *** A2TPB8_MAZG)                                                                        |
| Solyc11g011980.3  | -2.764 | -2.926 | 9.886E-10 | 4.03E-15  | WD40 repeat (ABRD V3.3 *** A0A200RBK1_9MKN)                                                                         |
| Solyc11g061755.1  | -2.808 | -3.505 | 0.0073473 | 0.0015964 | Retrovirus-related Pol polyprotein from transposon TNT1-94 (ABRD V3.3 ** A0A2G3D5C8_CAPCH)                          |
| Solyc10g081490.2  | -2.986 | -2.742 | 1.329E-23 | 6.67E-26  | A2RMBB transcription factor60                                                                                       |
| Solyc05g052650.2  | -3.244 | -2.397 | 0.0004839 | 0.000562  | HCOX-type acyl-transferase family protein (ABRD V3.3 ** V5PZNS_9CAR3)                                               |
| Solyc02g088430.1  | -3.385 | -4.430 | 0.0066867 | 0.0024092 | ATP-dependent DNA helicase (ABRD V3.3 ** A0A2G2XM06_CAPAN)                                                          |
| Solyc03g005900.4  | -3.495 | -2.717 | 9.651E-33 | 7.62E-24  | CDL esterase/lipase (ABRD V3.3 *** A0A2G2X69_CAPBA)                                                                 |
| Solyc10g054900.2  | -3.689 | -5.233 | 0.0001272 | 1.05E-06  | Proline-rich protein (ABRD V3.3 *** Q9M6T7_NICGL)                                                                   |
| Solyc10g047110.2  | -3.874 | -5.239 | 0.0050698 | 0.0002571 | Peroxidase (ABRD V3.3 *** K4CZNS_SOLLIC)                                                                            |
| Solyc11g150135.1  | -4.910 | -4.965 | 0.0011848 | 0.0004195 | Retrovirus-related Pol polyprotein from transposon TNT1-94 (ABRD V3.3 ** A0A2G3D5C8_CAPCH)                          |
| Solyc12g062200.1  | -6.136 | -6.181 | 0.0002612 | 8.81E-05  | Unknown protein                                                                                                     |
| Solyc08g006280.2  | -6.657 | -6.696 | 0.0009896 | 0.0003847 | transcriptional factor B3 family protein (ABRD V3.3 ** A0A1P8AQ9_ARATH)                                             |

How the deposited data were processed for this re-analysis (not part of the article)

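Leaf RNA was measured by sequencing in 12 libraries, 4 of wild type tomato (Red Setter), 4 of the edited line *slmyb60Cr1* and 4 of *slmyb60Cr2*. Each library was grouped by the genotype and replicate number that its label and the paper's methods give, and every library had a column in the deposited table. The authors trimmed the reads with fastp, estimated transcript levels with Salmon on the ITAG 4.0 transcripts, with corrections for GC content and sequence bias, and deposited the estimates as TPM, one value per gene and library, without pooling replicates. Each column of the deposited table sums to 1000000, so the table holds TPM although its name speaks of counts. For their own tests, the authors passed the Salmon estimates to DESeq2. TPM keeps no depth, so a count test could not be fitted. The depth is known only from Table S2, which lists 41110387 to 53145249 reads per library with a median of 44920426. Intervals for counting error were not computed.

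A quasi-likelihood test on counts had been set as the main test when counts were thought to be the unit. With TPM, the test was limma 3.58.1 with an intensity trend in R 4.3.3, on log2(TPM + 0.1), with all 12 libraries and genotype as the only factor, followed by the Benjamini-Hochberg adjustment. Of the 33976 genes, 21218 with at least 0.5 TPM in at least 4 libraries were tested and 12758 were not. The pseudocount, the TPM limit and limma's trend were set after the table had been seen, and exploratory fits with other pseudocounts and limits had been made by then. Thresholds are those of the paper, an adjusted p below 0.05 and a log2 fold change above 1 or below −1. Fold changes of named genes below the TPM limit come from a fit of the 26889 genes above 0 TPM in any library. The replicate number is the pairing that the labels give to the libraries. It was checked through the correlation of deviations from the genotype means and used as a block in a second fit. *SlMYB60* was also compared by an exact permutation test. Figures were drawn with matplotlib 3.10.9.

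The scripts were tested on simulated data of 21218 genes with 200 genes changed in both lines. Without the block, 83% of the changed genes were called in *slmyb60Cr1* and 84% in *slmyb60Cr2*, and at most 1.19% of the calls were unchanged genes. With the block, 83% and 85.5% were called, and at most 3.49% of the calls were unchanged genes. In a comparison with no true change, 0 genes were called. All planted changes were larger than the fold change threshold. The simulated noise was normal, with each gene's own spread and no outlying library. The shares called therefore do not give the sensitivity of the test for smaller changes or in the real libraries.

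The genes named in the text were fixed by a rule. It takes *SlMYB60*, the genes of Figure 4E, the xyloglucan endotransglucosylase/hydrolase genes of Table S3 (7 of 8 could be matched), the 3 largest rises and the 3 largest falls (by the smaller change of the 2 lines) among common DEGs with all 8 edited libraries on one side of the wild type, the common DEGs with the 3 smallest adjusted p values, and any MYB or oxylipin gene called in either line. The last part could not be applied to the whole genome, because the gene table at hand did not pair the identifiers with names. Solyc05g052670 was chosen after its values were seen. Few identifiers without a name are printed. Of the genes of the rule without a name, 1 is therefore described without its identifier. Some xyloglucan endotransglucosylase/hydrolase genes appear in the figure alone. The Table S3 text gave 186 rows, of which 158 could be matched to the deposited table by identifier and 28 could not because the identifiers were garbled in the text. Reads were not analysed here, and neither the truncated transcripts of *SlMYB60* nor the promoter and gene ontology analyses of the paper were repeated. Alternatives covered the libraries in the fit, the block, the TPM limit, the thresholds, the pseudocount, the scaling between libraries, the variance model and leaving out each library.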

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

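The tests in this part other than those on other splits of the libraries were chosen after the values were seen. In 117 groups of 4 libraries, formed by the named genes and the genotypes, 12 held a library far from the other 3, where about 5.85 would be by chance. The range of the other 3 libraries is given beside each value. For Solyc03g093080, replicate 2 of *slmyb60Cr2* was at 8.33 TPM against 6.36 to 6.58. For Solyc03g005900, the same library was at 1.13 TPM against 0.662 to 0.699. Replicate 4 of *slmyb60Cr2* was at 47.8 TPM for Solyc03g093890 against 27.5 to 30.4, and at 0.352 TPM for Solyc11g032050 against 0.218 to 0.236. Replicate 3 of *slmyb60Cr2* was at 0.0536 TPM for Solyc10g047110, with the others listed at 0. In the wild type, replicate 4 was at 30.0 TPM for Solyc09g092520 against 21.9 to 22.9, at 19.9 TPM for Solyc04g081700 against 24.1 to 24.5, and at 0.982 TPM for a gene with no name at hand, with the others listed at 0. Wild type replicate 1 was at 0.296 TPM for Solyc06g076930 against 0.306 in the others, and at 0.103 TPM for Solyc06g060870 against 0.0356 to 0.0456. In *slmyb60Cr1*, replicate 4 was at 0.297 TPM for Solyc12g096790 against 0.451 to 0.480, and replicate 1 at 1.40 TPM for Solyc06g070950 against 0.809 to 0.860. No library gave most of these values, since the one with the most, wild type replicate 4, gave 25.0% of them. Groups with every library below 0.5 TPM held 41.7% of them, although they are few. Such a value was found in 5 of these 13 groups and in 7 of the other 104, where about 5.20 would be by chance (Fisher exact p = 0.00393, over groups of the same genes and libraries, which are not independent). Unstable values at low levels may therefore account for much of the excess over chance. No biological explanation was tested for single libraries.

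Solyc05g052670, chosen after its values were seen and with no name at hand, differed between the edited lines. It was at 33.4 ± 8.61 TPM in the wild type, 5.73 ± 2.03 in *slmyb60Cr1* and 25.0 ± 7.01 in *slmyb60Cr2* (mean ± SD, 4 libraries each). The log2 difference *slmyb60Cr2* minus *slmyb60Cr1* was 2.13 (limma adjusted p = 0.0153, and 0.0233 with the replicate block), and 4 of 4 *slmyb60Cr2* libraries lay above all *slmyb60Cr1* libraries. Its identifier lies between those of the acyl-transferases Solyc05g052650 and Solyc05g052680 of Figure 4E, which fell in both lines. Reads moved from Solyc05g052670 to these neighbours would raise the neighbours in *slmyb60Cr1*. Solyc05g052680 was instead at 3.94 ± 1.24 TPM in *slmyb60Cr1* and 4.83 ± 2.04 in *slmyb60Cr2*. Solyc05g052650 was at 0.610 ± 0.205 TPM in *slmyb60Cr1* and 1.02 ± 0.606 in *slmyb60Cr2*. These values argue against reads shared with these neighbours as the source of the difference. Sharing with other genes was not tested.

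The paper does not report a comparison of the edited lines with each other. It gave 32 DEGs, 18 higher and 14 lower in *slmyb60Cr2*, and 52 with the replicate block (27 higher and 25 lower). Of the 8 splits of the 8 edited libraries that part all 4 same-numbered pairs, 1 gave as many DEGs, the real one, and the others at most 1. With 8 splits the share cannot fall below 0.05, so this count could not have excluded a random division of the libraries, whatever its outcome. The other 27 splits keep some same-numbered libraries together. Among them, the one that sets replicates 1 and 2 of both lines against replicates 3 and 4 gave 485 DEGs, more than the lines themselves. The same split of the wild type libraries gave 0 DEGs together with *slmyb60Cr1* and 1 together with *slmyb60Cr2*. The 485 therefore applies to the edited libraries alone. Each line has 1 library of every replicate number, so a batch that follows the numbers is spread evenly over the lines.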

How the results depend on the processing

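The thresholds, the block, the fit of the compared groups alone, the fit without a TPM limit, the fit without a fold change threshold and leaving out each library were chosen before the data were examined. The pseudocounts of 1 and 0.01, the limit on mean TPM, the median-ratio scaling, the fit without a trend, the quality weights and limma's treat test were chosen after seeing the data. *SlMYB60* stayed lower and past both thresholds in both lines under every alternative of both kinds. No fold change of a named gene above the TPM limit changed direction. The 4 genes of Figure 4E below the limit were fitted only without it, with and without the replicate block, so their dependence on the other choices was not tested. The share of higher genes among the *slmyb60Cr1* DEGs was 66.9%, and 47.8% without a fold change threshold, so there the higher genes were no longer the majority.

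With the replicate block, there were 210 DEGs in *slmyb60Cr1*, 373 in *slmyb60Cr2*, 129 in common, and 52 between the lines in place of 32, and 80 of the 86 common DEGs were also common with it. With only the compared groups in the fit, there were 94 DEGs in *slmyb60Cr1* in place of 142. There were 52 common DEGs in place of 86, and 9 between the lines. In both lines, 39 Table S3 genes were called in place of 61, and 0 xyloglucan endotransglucosylase/hydrolase genes in place of 2. Of the 7 matched hydrolase genes, 6 had an unadjusted p below 0.05 in both lines. None of the 7 passed the adjusted p threshold in *slmyb60Cr1*, whereas all but Solyc12g011030 did in *slmyb60Cr2*. Without a fold change threshold, there were 358 DEGs in *slmyb60Cr1*, 1573 in *slmyb60Cr2* in place of 298, 246 in common and 108 between the lines. With a pseudocount of 1, there were 197 DEGs in *slmyb60Cr2* and 1 such hydrolase gene. With quality weights for the libraries, there were 364 DEGs in *slmyb60Cr1*, 186 in common, 57 between the lines, 105 Table S3 genes and 7 hydrolase genes. Under the treat test against a log2 fold change of 1, there were 17 DEGs in *slmyb60Cr1*, 14 in *slmyb60Cr2*, 13 in common, 1 between the lines, 2 genes of Figure 4E in place of 12, 8 Table S3 genes and 0 hydrolase genes (2 at an unadjusted p below 0.05 in both lines). The cause of these changes was not tested.

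Across the 12 fits that each left out one library, there were from 79 to 295 DEGs in *slmyb60Cr1*, from 188 to 356 in *slmyb60Cr2*, from 50 to 138 in common and from 8 to 35 between the lines. From 8 to 13 genes of Figure 4E, from 37 to 81 Table S3 genes and from 0 to 6 hydrolase genes were called in both lines; where the last number was 0, 6 or 7 had an unadjusted p below 0.05 in both lines. The log2 fold change of *SlMYB60* ranged from −2.97 to −2.70 in *slmyb60Cr1* and from −2.66 to −2.39 in *slmyb60Cr2*. The highest numbers for *slmyb60Cr1*, *slmyb60Cr2*, the common DEGs, Figure 4E, Table S3 and the hydrolases came without *slmyb60Cr1* replicate 1.

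Among the fold changes of other named genes in either line, leaving out a library left 728 values on the same side of the thresholds, with 94 weaker and 18 stronger. The other alternatives chosen beforehand left 262 the same, with 9 weaker and 9 stronger, and those chosen after seeing the data left 418 the same, with 50 weaker and 16 stronger. Another scaling between libraries moved the share of higher genes among the *slmyb60Cr2* DEGs from 80.5% to 74.8%.

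Not run were DESeq2's Wald test, a count fit with RLE size factors, a limit of at least 10 counts in every library, a count test against a log2 fold change of 1 and limma-voom, which need counts, and the tests of the xyloglucan, MYB and oxylipin gene sets, which need gene names. Since TPM keeps no depth, what the depth limits could not be computed for single genes.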

Differences from the paper's values

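The paper reports 367 DEGs in *slmyb60Cr1*, and 142 were found here. The fit without a fold change threshold (358) and the fit without *slmyb60Cr1* replicate 1 (295) came within 1.5 times the paper's number. The other alternatives set before the data were examined did not. The fit without a fold change threshold drops a limit that the paper applied, so its numbers are not a like comparison. In *slmyb60Cr2* it gave 1573 DEGs against the paper's 412. The paper reports 186 common DEGs against 86 here. The replicate block (129), the fit without a fold change threshold (246) and the fit without *slmyb60Cr1* replicate 1 (138) came within 1.5 times, and the others did not. Of the common DEGs, the paper reports 146 as up-regulated against 65 here, with 100, 134 and 117 in the same 3 fits and no others within 1.5 times. It reports 40 as down-regulated against 21 here, with 29 in the replicate block as the only alternative within 1.5 times. The paper lists 22 cuticle genes among the common DEGs against 12 here, and none of the alternatives set before the data were examined closed the gap.

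With quality weights for the libraries, an alternative chosen after seeing the values, there were 364 DEGs in *slmyb60Cr1*, 422 in *slmyb60Cr2* against the paper's 412, and 186 common DEGs, 150 higher and 36 lower, with 13 of the 22 cuticle genes. Equal numbers do not show that the genes are the same, and 105 of the 158 matched Table S3 genes were called in both lines in that fit.

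Of the genes of Figure 4E that were not called in both lines here, Solyc02g082910 was called in both with the replicate block, and with quality weights chosen after seeing the values. Solyc10g047110 was called in both in the fit without a TPM limit, and Solyc11g018774 in both without *slmyb60Cr1* replicate 1. Solyc06g070950 was called in both with quality weights, chosen after seeing the values. Solyc06g076930 and Solyc12g096790 were called in *slmyb60Cr2* only, in the fit without a TPM limit. Solyc05g051530 and Solyc05g051540 were called in *slmyb60Cr2* only, with the replicate block among other settings, and Solyc06g070960 in *slmyb60Cr2* only, without *slmyb60Cr2* replicate 3 and with quality weights chosen after seeing the values. Solyc06g060870 was past the thresholds in neither line in the fit without a TPM limit. These 4 genes below the limit, Solyc06g060870, Solyc06g076930, Solyc10g047110 and Solyc12g096790, were tested only without it, where adding the replicate block changed none of their calls, and not under the other alternatives. The 7 matched xyloglucan endotransglucosylase/hydrolase genes of Table S3 were all called in both lines with quality weights, chosen after seeing the values, and 6 of them without *slmyb60Cr1* replicate 1. Solyc12g011030 was called in both with the replicate block, without wild type replicate 1, without *slmyb60Cr2* replicate 4, and with median-ratio scaling chosen after seeing the values. The MYB gene Solyc03g093890 was called in both lines with quality weights, chosen after seeing the values.

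In its discussion, the paper states that acyl-CoA synthetases were lower and ABC transporters higher in the edited lines. Of the genes that its text calls acyl-CoA synthetases, Solyc02g063140 fell here, with log2 fold changes of −2.14 and −2.48, while Solyc02g082910 rose, with 1.24 and 1.17. Of the 6 ABC transporter genes of Figure 4E, 5 were higher on average in both lines, and Solyc06g076930 fell, with −0.97 and −1.35. The paper's own Figure 4E and Table S3 give Solyc02g082910 and Solyc06g076930 the directions found here. The supplement describes the filtered reads of Table S2 as the reads left after trimming. Divided by the total reads, they equal the mapping rate in 12 of 12 libraries.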

Other observations

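The tests on the replicate numbers, on *slmyb60Cr1* replicate 1, on DEGs of one line, on neighbouring genes and on *SlMYB60* were chosen after the result was seen. For the number of DEGs, the 35 splits of the 8 libraries compared include 8 that part all 4 same-numbered pairs, and 1 of these 8, the real one, gave 142 or more DEGs in *slmyb60Cr1*, with at most 2 in the others. In *slmyb60Cr2*, 1 of the 8 gave 298 or more, with at most 1 in the others. A share below 0.05 cannot be reached with 8 splits, so this count could not have excluded a random division of the libraries, whatever its outcome. The other 27 splits, which keep some same-numbered libraries together, gave at most 1 DEG in *slmyb60Cr1* and 2 in *slmyb60Cr2*, so of all 35 splits 1, the real one, gave as many DEGs in each line. For the common DEGs, 100 of the 648 assignments of the 3 genotypes within the replicate numbers were drawn, the real one included. Of these, 1 gave 86 or more, and the highest other number was 69. As many genes of Figure 4E were called in 2 of the 100, as many Table S3 genes in 1 and as many xyloglucan endotransglucosylase/hydrolase genes in 1. Those lists were selected on the real assignment, so the last 3 counts cannot tell.

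Libraries with the same replicate number deviated together (exact permutation p = 0.0156 over the 576 assignments of the numbers). This is consistent with a shared batch of growth or library preparation, which neither the labels nor the paper give. No biological explanation was tested, since the design gives none for the numbers.

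Leaving out *slmyb60Cr1* replicate 1 raised the DEGs of *slmyb60Cr1* from 142 to 295, while leaving out any of the other *slmyb60Cr1* libraries lowered them. The library lay farther from its group than any of the other 11 from theirs (root mean square distance from the mean of the other 3 libraries 0.712, against 0.443 to 0.585), so the spread it adds within *slmyb60Cr1* is a candidate explanation. The tests asked what sets it apart. Lower depth does not account for it, since the library ranked 4 of 4 in mapped reads of its line, lowest first, with 38898539. The share of TPM in its 10 highest genes, 7.99%, lay 0.202 percentage points outside the range of the others, 6.18% to 7.79%, which is less than that range. Of the 69 genes that part the edited lines in the other 11 libraries, 73.9% placed it nearer *slmyb60Cr1*, and *SlMYB60* was at 1.57 TPM in it, so the library does not look exchanged with one of *slmyb60Cr2* or the wild type. The number of DEGs without it was 1.40 times that with the replicate block, a ratio that does not say which genes. Of the 167 DEGs of *slmyb60Cr1* found only without the library, 12 were DEGs with the block (7.19%). The block scaled their standard error by a median of 0.924, against 0.909 in all genes tested. A batch that shifts same-numbered libraries by equal amounts therefore does not account for most of them. The block cannot remove unequal shifts, so a batch acting more on this library was not tested. None of these explanations was shown to account for what sets the library apart, and a difference between the pooled plants was not tested.

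Both lines were compared with the same 4 wild type libraries. In 6 fits with 2 wild type libraries for both lines, there were 37.5 common DEGs on average. With different wild type libraries for each line there were 24.3, which is 0.649 of that number and just below the limit set for this test. The correlation of log2 fold changes of the lines across genes, which are not independent replicates, fell from 0.717 to 0.358. The fits with the same libraries gave 24 to 49 common DEGs and those with different libraries 21 to 28, so the ranges overlap. Noise in the shared wild type libraries may account for part of the overlap of the lines. The different libraries also carry different replicate numbers, so a batch that follows the numbers cannot be told apart from such noise. Common DEGs remained in every fit with different libraries, so noise in shared libraries does not account for all of the overlap.

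Of the 268 genes called in one line only, 8.96% had an adjusted p below 0.05 between the lines (24 genes), and 254 changed in the same direction in both. For most of the 268, a difference between the lines was not shown. The shared wild type libraries favour the same direction, so the 254 do not show a change in both lines. Among the 86 common DEGs there were 3 pairs of genes next to each other in identifier order, against 0.350 on average in 10000 random sets of as many tested genes (one-sided permutation p = 0.005). A hypothesis is that neighbouring genes changed together. Reads shared between similar neighbours were not tested and cannot be told apart from it.

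The lower TPM of *SlMYB60* in both lines could in part come from reads missing at the deleted stretches. The lines differed by 0.31 on the log2 scale, which does not tell, since an equal loss in both lines would look the same.

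Of the 158 matched Table S3 genes, 147 were tested, 61 were called in both lines here and 97 were not. The log2 fold changes of the tested genes had the sign of Table S3 in 146 of 147 genes in *slmyb60Cr1* and 147 of 147 in *slmyb60Cr2*, with a correlation across genes of 0.959 and 0.948. Since these genes are the paper's calls on the same libraries, this shows no stability. Without *slmyb60Cr1* replicate 1, 26.8% of the 97 were called. Leaving out a library also costs power. Without replicate 2, 3 or 4 of *slmyb60Cr1*, 45, 41 and 40 Table S3 genes were called in place of 61. With quality weights, chosen after seeing the values, and all libraries kept, 105 were called. How much the spread added by *slmyb60Cr1* replicate 1 accounts for therefore cannot be told from the 26.8%. The limit on low TPM does not account for most of the 97, since 11.3% of them failed it, and the median of their mean TPM was 7.23 against 7.76 in the genes called. Of the 86 that were tested and not called, 60 had log2 fold changes past 1 in both lines but an adjusted p of 0.05 or more in at least one.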
